# Inorganic Phosphate Solubilization by Rhizosphere Bacterium *Paenibacillus sonchi*: Gene Expression and Physiological Functions

**DOI:** 10.3389/fmicb.2020.588605

**Published:** 2020-12-14

**Authors:** Luciana F. Brito, Marina Gil López, Lucas Straube, Luciane M. P. Passaglia, Volker F. Wendisch

**Keywords:** *Paenibacillus sonchi*, phosphate solubilization, PGPR – plant growth-promoting rhizobacteria, organic acids, osmoprotection, RNAseq

## Abstract

Due to the importance of phosphorus (P) in agriculture, crop inoculation with phosphate-solubilizing bacteria is a relevant subject of study. *Paenibacillus sonchi* genomovar Riograndensis SBR5 is a promising candidate for crop inoculation, as it can fix nitrogen and excrete ammonium at a remarkably high rate. However, its trait of phosphate solubilization (PS) has not yet been studied in detail. Here, differential gene expression and functional analyses were performed to characterize PS in this bacterium. SBR5 was cultivated with two distinct P sources: NaH_2_PO_4_ as soluble phosphate source (SPi) and hydroxyapatite as insoluble phosphate source (IPi). Total RNA of SBR5 cultivated in those two conditions was isolated and sequenced, and bacterial growth and product formation were monitored. In the IPi medium, the expression of 68 genes was upregulated, whereas 100 genes were downregulated. Among those, genes involved in carbon metabolism, including those coding for subunits of 2-oxoglutarate dehydrogenase, were identified. Quantitation of organic acids showed that the production of tricarboxylic acid cycle-derived organic acids was reduced in IPi condition, whereas acetate and gluconate were overproduced. Increased concentrations of proline, trehalose, and glycine betaine revealed active osmoprotection during growth in IPi. The cultivation with hydroxyapatite also caused the reduction in the motility of SBR5 cells as a response to Pi depletion at the beginning of its growth. SBR5 was able to solubilize hydroxyapatite, which suggests that this organism is a promising phosphate-solubilizing bacterium. Our findings are the initial step in the elucidation of the PS process in *P. sonchi* SBR5 and will be a valuable groundwork for further studies of this organism as a plant growth-promoting rhizobacterium.

## Introduction

Phosphorus (P) is a macronutrient required for plant growth. Plant roots can absorb P in the form of orthophosphates, either H_2_PO_4_^–^ or HPO_4_^2–^, but the concentration of these ions in the soil is in the micromolar range (Shin et al., 2004; Ai et al., 2009). This is due to the complex dynamics of P in the soil; this nutrient has a unique characteristic, which is its high fixation in soil. Mineral P can be, for example, found associated with the surface of iron or aluminum oxides in the soil, making it poorly soluble and therefore unavailable for plant nutrition (Shen et al., 2011). Those factors lead to the overuse of chemical P fertilizers and animal manure applied to agricultural land, which—although soil fertility and crop production are improved—caused severe environmental damage in the past decades, such as eutrophication of rivers and lakes, and the input of cadmium and radionuclides in the soil from contaminated fertilizers (Vance et al., 2003; Attallah et al., 2019; Li et al., 2020; Lee et al., 2020). Moreover, the input demand of P into croplands is expected to increase up to 86% by 2050 (Mogollón et al., 2018). It is also estimated an absolute shortage of P supply from industrial fertilizers in the future, which is aggravated by the depletion of the P present in agricultural soils caused by erosion (Alewell et al., 2020). Therefore, P is receiving more attention as a non-renewable resource (Cordell et al., 2009). Improvement of P acquisition and use by plants is critical for economic and environmental reasons. In this context, phosphate solubilization (PS) performed by organisms in the soil is an interesting target for study. PS ability is well characterized in mycorrhizal fungi (Delavaux et al., 2017) and phosphate-solubilizing bacteria (PSB), mostly associated with the plant rhizosphere (Rodríguez and Fraga, 1999). Endophytic and mycorrhizal fungal strains have a significant impact on plant P nutrition, being used by many agronomists as soil inoculants to enhance plant growth (Khan et al., 2010). Among rhizosphere fungi, the most common P-solubilizing genera are *Aspergillus*, *Penicillium*, and *Trichoderma* (Sharma et al., 2013; Wang et al., 2020). There is a substantial number of PSB genera widespread in the rhizosphere (Chen et al., 2006), of which some are well-established as plant growth-promoting rhizobacteria (PGPR), e.g., *Pseudomonas* (Parvaze et al., 2007), *Bacillus* (Chen et al., 2006), *Enterobacter* (Chung et al., 2005), and *Azotobacter* (Kumar et al., 2001). The use of PSB as inoculants leads to increased P uptake by the plant and improved crop yield (Nosratabad et al., 2017; Din et al., 2020; Magallon-Servin et al., 2020). Besides providing soluble P to plants, these organisms promote plant growth and development by other activities, such as nitrogen fixation and production of plant phytohormones (Zaidi et al., 2009).

Among the PS mechanisms utilized by PSB, the production of organic acids is well recognized and most common in rhizobacteria. The organic acids excreted by PSB have different modes of action that lead to PS: mineral ions bound to precipitated Pi can be chelated by these organic acids or P can be dissolved by decreasing the pH (Rashid et al., 2004). Among the genera considered as PSB, *Paenibacillus* has shown to be promising for inoculation purposes. *Paenibacillus* members that present PS activity have been isolated from the rhizosphere of various crops (Seldin et al., 1998; Tcherpakov et al., 1999; Beneduzi et al., 2010). In some *Paenibacillus* species such as *Paenibacillus mucilaginosus* (Hu et al., 2006), *Paenibacillus elgii* (Narayan et al., 2010), *Paenibacillus kribbensis* (Marra et al., 2012), *Paenibacillus polymyxa*, *Paenibacillus macerans* (Wang et al., 2012), and *Paenibacillus xylanilyticus* (Pandya et al., 2015), the PS ability has been confirmed. In a comparative genomic analysis, it was suggested that a wide group of *Paenibacillus* can perform PS by producing the organic acid gluconate, as several *Paenibacillus* species (i.a. *P. polymyxa*, *Paenibacillus peoriae*, and *Paenibacillus* sp.) showed high conservation of the genes coding for the enzymes glucose 1-dehydrogenase and gluconate dehydrogenase, which are involved in the synthesis of this compound (Xie et al., 2016).

*Paenibacillus sonchi* genomovar Riograndensis is a rod-shaped, Gram-positive, motile, nitrogen-fixing bacterium (Beneduzi et al., 2010; Sant’Anna et al., 2017). The strain SBR5 was isolated from the rhizosphere of wheat (*Triticum aestivum*) plants cultivated in Rio Grande do Sul, Brazil (Beneduzi et al., 2008). In addition to nitrogen fixation, SBR5 possesses further plant growth-promoting activities, such as the ability to produce indole-3- acetic acid and to excrete a high amount of ammonium (Fernandes et al., 2014; Ambrosini et al., 2018). The complete genome of *P. sonchi* SBR5 (Genbank accession LN831776) was sequenced and fully annotated and consists of one chromosome of 7,893,056 bp, containing 6,705 protein-coding genes, 87 tRNAs, and 27 rRNAs genes (Brito et al., 2015). RNAseq has been used to chart its global transcriptomic landscape (Brito et al., 2017a). Moreover, molecular tools for gene expression (Brito et al., 2017b) and CRISPR interference-based gene repression (Brito et al., 2020) were developed for this organism. Hence, a methodology is in place to study the poorly characterized PS by SBR5. To elucidate the PS process in this bacterium, we performed RNAseq and physiological analyses with two inorganic P sources: soluble and insoluble.

## Materials and Methods

### Strains and Growth Conditions

The PGPR bacterium *P. sonchi* genomovar Riograndensis SBR5 was obtained from the strain collection of the Department of Genetics at Universidade Federal do Rio Grande do Sul, Brazil. SBR5 and *Escherichia coli* DH5α cells were used as expression host and molecular cloning host, respectively. All bacterial strains utilized in the present study are listed in Supplementary Table 1. *E. coli* cells were routinely cultivated in Luria–Bertani medium, composed of 10 g L^–1^ tryptone, 5 g L^–1^ yeast extract, and 10 g L^–1^ NaCl, at 37°C and 120 rpm, and chloramphenicol (20 μg ml^–1^) and ampicillin (100 μg ml^–1^) were added to cultivation broth when necessary. Precultures of SBR5 transformants were routinely cultivated in Caso broth (DSMZ 220), containing 15 g L^–1^ peptone from casein, 5 g L^–1^ peptone from soymeal, and 5 g L^–1^ NaCl, and chloramphenicol (5 μg ml^–1^) and ampicillin (10 μg ml^–1^) were added to medium when necessary. Bacterial cells were grown in Caso broth agar plates, and a single colony was picked and transferred to 500 ml shaking flasks containing 50 ml of the same medium, and the flask was incubated overnight at 30°C and 120 rpm. One milliliter of the bacterial suspension was inoculated into 500 ml shaking flasks containing 50 ml of distinct broth media differing with regard to the P source: (1) Pikovskaya broth prepared as Pikovskaya (1948) with 5 g L^–1^ of Ca_5_(PO_4_)_3_(OH) (hydroxyapatite) as P source (IPi); (2) Pikovskaya broth with 3.2 g L^–1^ NaH_2_PO_4_ as P source (SPi). The pH of the media was adjusted to 7.0 before autoclaving, and the pH neutrality was maintained by the addition of 12 g L^–1^ of 2-[4-(2-hydroxyethyl)piperazin-1-yl]ethanesulfonic acid. The cells grown in each P source were used as inoculum in fresh media of the same condition. For each condition tested, six biological replicates were used: three for total RNA isolation and three for further determination of growth characteristics. Bacterial cells of three replicate cultivations were harvested after 6 h of growth, in the middle of the exponential phase (Supplementary Figure 1). The harvesting procedure was done according to Irla et al. (2016); 20 ml of each sample was collected in 50-ml falcon tubes filled with shaved ice and centrifuged at 4°C for 10 min at 4,000 rpm. The resulting cell pellets were immediately frozen in liquid nitrogen after centrifugation and stored at −80°C until further use. Additionally, SBR5 was cultivated in CGXII minimal medium (Keilhauer et al., 1993) with some modifications. CGXII medium was composed of 20 g L^–1^ ammonium sulfate, 5 g L^–1^ urea, and 12 g L^–1^ 2-[4-(2-hydroxyethyl)piperazin-1-yl]ethanesulfonic acid, with supplementation of a trace salts solution (Keilhauer et al., 1993), 9 g L^–1^ glucose, and 0.1 mg L^–1^ biotin. The phosphate content of the medium varied with gradually increasing concentrations of NaH_2_PO_4_ (0, 13, 26, 39, 52, and 65 mM) to obtain microbial growth kinetics. The precultures were grown in CGXII with either sufficient (70 mM) or depleted (20 mM) Pi. For growth analysis, SBR5 cells were cultivated in IPi, SPi, low phosphate (LPi), and high phosphate (HPi) media. LPi and HPi media were prepared according to Qi et al. (1997), with some modifications. Both media were composed of 4 g L^–1^ ammonium sulfate, 0.18 g L^–1^ sodium citrate, 0.5 g L^–1^ ferric chloride, 0.15 g L^–1^ manganese sulfate, 4.2 g L^–1^ magnesium sulfate, 6 g L^–1^ Trizma, 1.3 mg L^–1^ zinc chloride, and 12.3 mg L^–1^ (LPi) or 0.49 g L^–1^ (HPi) K_2_HPO^4^; both media were supplemented 9 g L^–1^ glucose, 0.5 g L^–1^ casamino acids, and 0.1 mg L^–1^ biotin. Two milliliters of cultivation broth were taken for measurements of optical density at 600 nm (OD_600 *nm*_) and pH (pH indicator sticks, Macherey-Nagel, Düren, Germany), and supernatants and cell pellets (*n* = 3) were collected by centrifugation (10 min at 4,000 rpm). The initial OD_600 *nm*_ of main cultivations was approximately 0.05. During the cultivations, *P. sonchi* cells were routinely shaken at 120 rpm at a temperature of 30°C.

### RNA Isolation and Preparation and Sequencing of Complementary DNA Libraries

To isolate the total RNA from SBR5 cells, bacterial cell pellets previously harvested and stored at −80°C were thawed in ice, and RNA was extracted individually for each cultivation condition. All the procedures regarding RNA isolation and RNA quality control were done according to Brito et al. (2017a). The three replicates of extracted RNA samples of each condition were pooled in equal parts, and the pool of total RNA was subsequently used for the preparation of complementary DNA (cDNA) libraries. For each condition, a whole transcriptome library was prepared. For removal of ribosomal RNA, Ribo-Zero Plus rRNA Depletion Kit (Illumina, San Diego, United States) was used according to manufacturer’s recommendations. The preparation of this library and the cDNA sequencing were carried out according to Mentz et al. (2013).

### Bioinformatics Analysis

The sequence reads were mapped onto the reference genome of *P. sonchi* genomovar Riograndensis SBR5 (Brito et al., 2015). To prepare the reads for mapping, the tool Trimmotatic version 0.33 (Bolger et al., 2014) was used to trim the sequences to a minimal length of 35 bp. Trimmed reads were mapped to the reference genome of SBR5 through the software for short read alignment Bowtie (Langmead, 2010). The visualization of mapped reads and the differential gene expression analysis were performed using the software ReadXplorer (Hilker et al., 2014), in which the statistical method DEseq was used to analyze the resultant RNAseq data (Anders and Huber, 2010). The cutoff values for designating a gene as differentially expressed included a change in expression level (base mean) higher than 30 and an adjusted *P*-value equal to or less than 0.05. When differentially expressed genes coding for proteins of unknown function were detected, the gene sequences were submitted to BLASTx analysis to identify the protein family conservations (Altschup et al., 1990).

### Real-Time Quantitative Reverse Transcription-Polymerase Chain Reaction

To validate the data obtained by RNAseq analysis, real-time quantitative reverse transcription-polymerase chain reaction (qRT-PCR) was performed utilizing a LightCycler system (Roche Diagnostics, Penzberg, Germany). The RNA samples utilized to compose the RNA pools for cDNA library preparation in this study were also utilized as templates for qRT-PCR. Differentially expressed genes selected for this assay and the characteristics of the primers utilized are listed in Supplementary Table 2. Furthermore, we selected the genes *glpQ*, *phoH*, *phoU*, *pstB3*, and *pstS*, which are differentially expressed in the condition of Pi starvation in bacteria (Baek and Lee, 2007; Myers et al., 2016; Devine, 2018), to be targeted in the qRT-PCR analysis. Therefore, to obtain messenger RNA from SBR5 in Pi starvation conditions, SBR5 cells were cultivated in HPi medium until they reached exponential phase and subsequently transferred to LPi medium or HPi control medium for RNA isolation at the times 15, 60 min, 6, and 24 h. For analysis of the isolated RNA, qRT-PCR was performed utilizing a CFX Connect Real-Time PCR Detection System (BioRad Laboratories, Hercules, United States). Therefore, each sample concentration was adjusted to 50 ng RNA μl^–1^, and 1 μl thereof was pipetted into a reaction mixture of the SensiFAST SYBR No-ROX Kit (Bioline, Luckenwalde, Germany), following manufacturer’s instructions. To evaluate relative gene expression, 16S rRNA was used as reference control (Sperb et al., 2016). The melting-curve data-based quantification cycle (Cq) values were used for further calculation. For the calculation of relative gene expression, the following equation was used: ΔΔCq = 2^–(Cq^*^*IpI*^* ^–^^*Cq*^*^16S)^* / 2^–(CqSPi^^–^^*Cq16S)*^ (Livak and Schmittgen, 2001).

### Molecular Cloning, Plasmid DNA Construction, and Preparation of Recombinant Strains

Molecular cloning was performed as described previously (Sambrook, 2001). Chemically competent cells of *E. coli* DH5α were prepared for cloning (Hanahan and Harbor, 1983). All plasmids obtained in this study and all oligonucleotide sequences utilized in PCR are listed in Supplementary Table 1. Genomic DNA of *P. sonchi* SBR5 was isolated using NucleoSpin Microbial DNA kit (Machery-Nagel, Düren, Germany). The NucleoSpin Gel and PCR Clean-up kit (Machery-Nagel) was used for PCR cleanup, and plasmids were isolated using the GeneJET Plasmid Miniprep Kit (Thermo Fisher Scientific, Waltham, United States). Plasmid backbones were digested using restriction enzyme BamHI (Thermo Fisher Scientific). Double-stranded DNA inserts were amplified using Phusion DNA polymerase (New England Biolabs, Ipswich, England) and the overlapping regions joined by Gibson assembly (Gibson, 2014). For colony PCR, Taq polymerase (New England Biolabs) was used according to the manufacturer’s recommendations. The sequence correctness of resultant plasmids was checked by sequencing in the Center for Biotechnology in Bielefeld, Germany. Plasmid DNA was used to transform *P. sonchi* SBR5 cells as in Brito et al. (2017b).

### Quantification of Free Inorganic Orthophosphates in Cell Pellets and Supernatants

PS efficiency of SBR5 cultivated in the different conditions (IPi, SPi, LPi, and HPi) was determined through the quantification of orthophosphates present in the supernatants or cell lysates. The cells were lysed by ultrasonication for 6 min at on and off cycles of 0.5 s and amplitude 55% (Ultraschalldesintegrator Sonoplus GM 200, Sonotrode M72, Bandelin electronic GmbH & Co KG, Berlin, Germany) and centrifuged for 30 min at 4°C and 13,200 rpm. This assay was performed through the molybdenum-blue method, as described by Murphy and Riley (1958).

### Metabolite Analyses

For quantification of glucose and organic acids in the supernatants and cell lysates of SBR5, a high-performance liquid chromatography system (HPLC, 1200 series, Agilent Technologies Deutschland GmbH, Böblingen, Germany) was used as in Zahoor et al. (2014). Quantification was done by calibration with external standards. By this method, gluconate, oxoglutarate, acetate, citrate, succinate, oxalate, and malate of cell supernatants at 20 h, at the end of RNAseq cultivation (Supplementary Figure 1), were determined. Moreover, oxoglutarate, trehalose, and glycine betaine were also measured in supernatants and cell lysates, along with the growth of SBR5 in IPi and SPi. Furthermore, 2-oxoglutarate dehydrogenase (2-OGDH) activity of SBR5 crude extracts in IPi or SPi was measured according to Nguyen et al. (2015). To obtain the concentration of amino acids present in cell supernatants of SBR5 at the end of its growth in RNAseq cultivation (Supplementary Figure 1), HPLC samples were derivatized with *ortho*-phthaldialdehyde and separated on a system consisting of a pre-column (LiChrospher 100 RP8 EC-5μ, 40 × 4.6 mm, CS-Chromatographie Service GmbH, Langerwehe, Germany) and the main column (LiChrospher 100 RP8 EC-5μ, 125 × 4.6 mm, CS-Chromatographie Service GmbH, Langerwehe, Germany) and detected by fluorescence (FLD G1321A, 1200 series, Agilent Technologies) (Jorge et al., 2017b). Asparagine was used as an internal standard, and external standards of glutamate, valine, arginine, and ornithine were prepared for calibration. For proline measurement, samples were derivatized with 9-fluorenylmethyl chloroformate as in Jensen et al. (2015). Furthermore, trehalose, glycine betaine, oxoglutarate, proline, and glutamate were measured in supernatants and cell lysates of SBR5 along with its growth in SPi or IPi.

### Determination of Osmolality Levels

Osmolality measurements of IPi and SPi samples (supernatant and lysates from cell pellets) were done by freezing point depression using an Osmomat auto (Gonotec, Berlin, Germany) according to the manufacturer’s instructions. Supernatant samples and cell lysates were directly used for the measurement. The total osmolality of each sample was determined by comparative measurements of the freezing points of pure water and the test solutions using 50 μl of the sample.

### Flow Cytometry

Recombinant *P. sonchi* SBR5 cells were cultivated in SPi or IPi supplemented with chloramphenicol or ampicillin. Cells were harvested in the mid-exponential phase of growth and washed three times in NaCl 0.9%. Next, the OD_600 *nm*_ of the samples was normalized to 0.5. To quantify the fluorescence intensities in the cell suspensions, they were submitted to flow cytometry (Beckman Coulter, Brea, United States) and the data analyzed in the Beckman Coulter Kaluza Flow Analysis Software. The settings for the emission signal and filters within the flow cytometer for detection of GfpUV and Crimson fluorescence were 550/525 bandpass FL9 filter and 710/660 bandpass FL6 filter, respectively.

### Statistical Analysis

Student’s *t*-test was used to assess statistical differences in mean orthophosphate concentrations over time in the supernatants of SBR5 cultivated in IPi condition. Results were considered statistically significant when *p*-values were <0.01 or <0.001.

## Results

### Growth and Gene Expression of *P. sonchi* SBR5 With Different Pi Concentrations

Growth of *P. sonchi* SBR5 in CGXII supplemented with increasing Pi concentrations (0-, 13-, 26-, 39-, 52-, and 65-mM NaH_2_PO_4_) was compared, with precultures grown with sufficient (70 mM) or depleted (20 mM) Pi. Only sub-millimolar Pi concentrations reduced growth when precultures were grown with sufficient Pi (data not shown), which indicated that an inner cell P storage, such as polyphosphate granule (Racki et al., 2017), may exist. Therefore, precultures were grown in depleted Pi. A Monod constant for NaH_2_PO_4_ of approximately 10 mM was determined, as this concentration supported a half-maximal growth rate (Supplementary Figure 2). The final biomass (ΔOD) of SBR5 cells was negatively affected by Pi depletion when the supplied NaH_2_PO_4_ concentration was inferior to 26 mM (Supplementary Figure 2).

To analyze a Pi down shock, precultures grown in HPi were transferred to HPi or LPi media, containing 5 or 0.13 mM of Pi, respectively. LPi condition is expected to be similar to IPi condition with respect to the soluble Pi concentration in the culture broth. During growth in LPi and HPi conditions, pH values of supernatant remained neutral (data not shown), and growth in LPi condition was only slightly lower than in HPi (Figure 1A). The Pi concentration in the supernatants decreased 30% during growth in LPi condition (Figure 1B), whereas the intracellular Pi concentration dropped drastically during growth under both conditions (Figure 1C).

**FIGURE 1:**
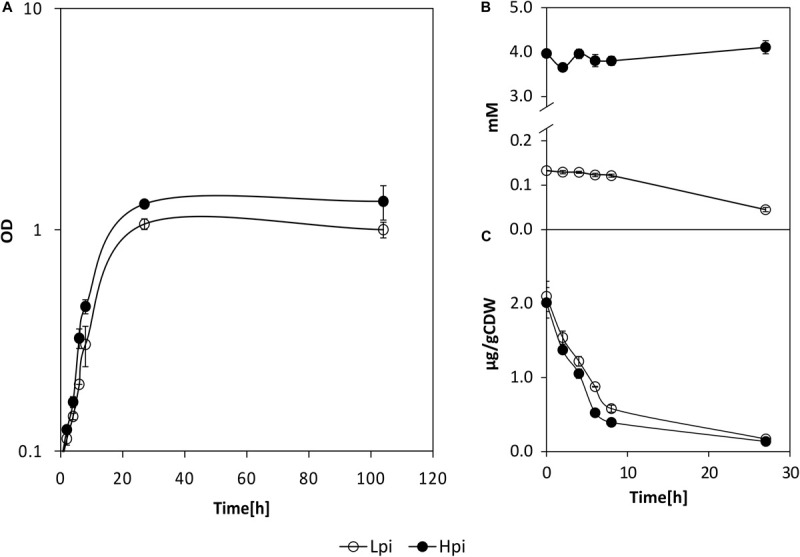
Growth **(A)** and orthophosphate concentrations in the supernatants **(B)** and cell lysates **(C)** of *P. sonchi* SBR5 cultivated in high phosphate medium (HPi, closed circles) or low phosphate medium (LPi, open circles). CDW, cell dry weight. Data given as means and standard deviations of biological triplicates.

To verify if Pi inducible genes known from other bacteria (*glpQ*, *phoH*, *phoU*, *pstB3*, and *pstS*) (Baek and Lee, 2007; Myers et al., 2016; Devine, 2018) show increased RNA levels in SBR5 upon transfer from HPi to LPi culture broth, *P. sonchi* SBR5 cells cultivated in HPi medium were transferred to HPi or LPi, and RNA samples were taken after 15, 60 min, 6, or 24 h for qRT-PCR analysis. All the targeted genes showed increased RNA levels upon transfer to the LPi medium (Figure 2). The genes *pstB3* and *pstS*, coding for components of the high-affinity Pi transport system, and the gene *phoU*, encoding a phosphate-specific transport system accessory protein, were highly expressed 15, 60 min, and 6 h after the transfer to LPi condition but downregulated at 24 h. The gene *phoH*, coding for a Pi starvation protein, was expressed only at 15 min after the transfer to LPi condition, whereas the glycerophosphodiester phosphodiesterase gene *qlpQ* showed increased ΔCq levels at 6 and 24 h after the transfer to LPi condition. Pi induction of *pstS* was strongest (approximately hundredfold after the transfer from HPi to LPi condition; Figure 2), indicating *pstS* as a good indicator of Pi starvation.

**FIGURE 2:**
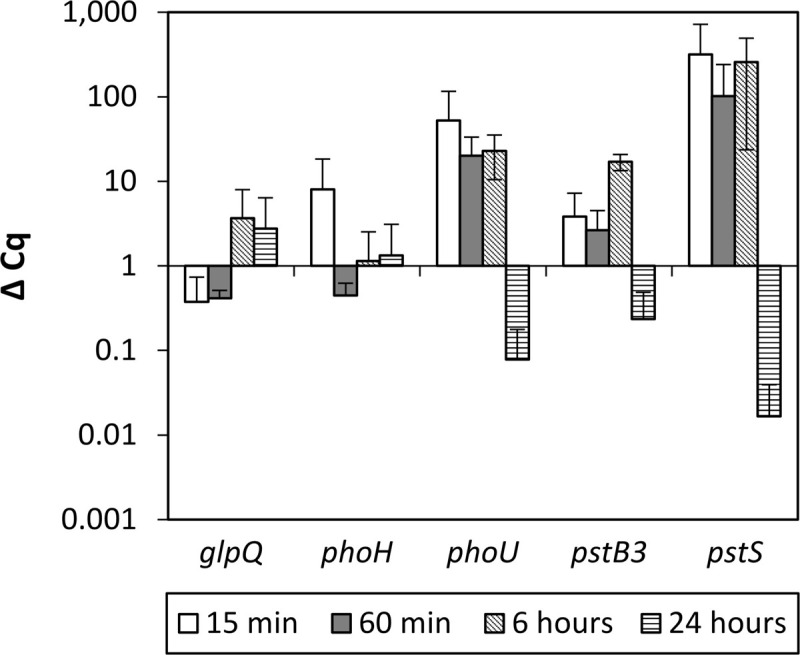
qRT-PCR analysis of *P. sonchi* SBR5 in low phosphate shock, grown in high phosphate medium (HPi) and transferred to low phosphate medium (LPi). ΔCq values for the indicated genes (*glpQ*, *phoH*, *phoU*, *pstB3*, and *pstS*), and the indicated RNA harvesting times after transferring are given as means and standard deviations of biological triplicates.

### Growth of *P. sonchi* SBR5 in Soluble (SPi) and Insoluble (IPi) Containing P Media

Growth of *P. sonchi* SBR5 in either 5 g L^–1^ hydroxyapatite (IPi) or 30 mM NaH_2_PO_4_ (SPi) was compared with precultures grown with depleted Pi. The maximum growth rate under both conditions was comparable (0.18 h^–1^, data not shown), but SBR5 grew to a higher biomass concentration (OD_600 nm_) under the IPi condition (Figure 3A). During RNAseq cultivation, the medium pH dropped, which was more prominent in IPi medium (pH dropped from 7 ± 0 to 4 ± 0) in comparison with SPi medium (from 7 ± 0 to 6 ± 0) (Supplementary Figure 1). SBR5 cultures cultivated in the IPi and SPi conditions represented in Figure 3 presented the same effect in pH (data not shown).

**FIGURE 3:**
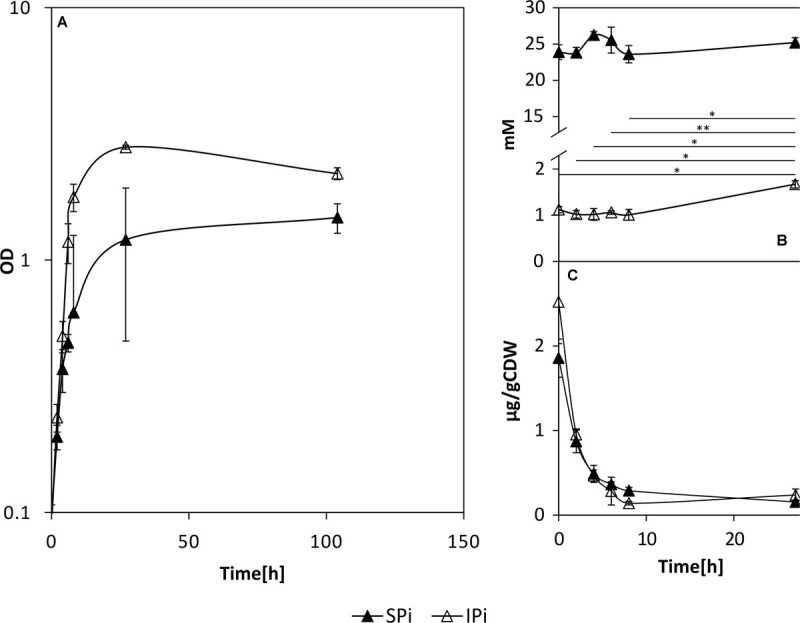
Growth **(A)** and orthophosphate concentrations in the supernatants **(B)** and cell lysates **(C)** of *P. sonchi* SBR5 cultivated with IPi or SPi. Pikovskaya broth (Pikovskaya, 1948) was used for growth with IPi, and Pikovskaya broth with phosphate source replaced by NaH_2_PO_4_ for growth with SPi. Data are given as means and standard deviations of biological triplicates. Student’s paired *t*-test was performed to examine the significance level and error probability (*p < 0.01; **p < 0.001). CDW, cell dry weight.

The P source in IPi was 5 g L^–1^ hydroxyapatite, which was not promptly available for the cells in the first hours of growth (Figure 3B). In the first hours of growth, the supernatants of cells cultivated in IPi contained approximately 1 mM of orthophosphates. This is approximately 20 times less than the concentration of Pi present in supernatants of cells cultivated in SPi, in which the Pi concentration was kept relatively constant (∼22 mM) along with the growth of SBR5. Nevertheless, the concentration of orthophosphates in the supernatants increased to approximately 2 mM at 24 h. The difference between the initial and final concentration of Pi in supernatants of IPi condition shows an increase of approximately 1 mM of orthophosphates in IPi medium during the growth of *P. sonchi* SBR5 (Figure 3B). Cell lysate orthophosphate concentrations under SPi and IPi conditions were drastically depleted in the first hours of growth (Figure 3C).

### Differential Gene Expression Analysis and Validation of Expression Pattern by Real-Time Quantitative Reverse Transcription-Polymerase Chain Reaction

Gene expression analysis regarding the P metabolism and PS in bacteria has previously been performed through microarray (Bianco and Defez, 2010) and RNAseq technologies (Zeng et al., 2017). 

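RNAseq compared 1 cDNA library of SBR5 grown in IPi medium, with 5 g of hydroxyapatite per liter, with 1 library of SBR5 grown in SPi medium, with 3.2 g of NaH2PO4 per liter. Each library was made from equal parts of RNA from 3 cultures sampled at 6 h, after removal of ribosomal RNA. With 1 library per condition, the sequencing gives no replicate check of the differences. For some genes the paper also reports qRT-PCR and promoter fusions with replicate cultures, which were not analysed here. The authors trimmed the reads, mapped them to the SBR5 genome with Bowtie and counted them per coding sequence in ReadXplorer. The deposited count table lists 6626 coding sequences with reads in at least 1 library, of which 186 had no read in the SPi library and 76 had none in the IPi library. The deposited counts sum to 4018142.5 reads for SPi and 4776005 reads for IPi, and the values given here use these counts. The paper's reported numbers of mapped reads are 2596992 for SPi and 2611860 for IPi.

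The deposited counts were rounded to whole numbers and divided by median-of-ratios size factors, 0.853 for SPi and 1.17 for IPi, which gave normalized counts. For each gene the log2 ratio of the normalized count in IPi to that in SPi was taken, with an exact Clopper-Pearson 95% interval from the share of its reads that came from IPi. These intervals cover counting error only and compare the 2 libraries, not the conditions. Among genes with 1 to 10 reads, odd counts made up 32.0% of the SPi values and 37.9% of the IPi values, against 48.5% and 50.4% above 50 reads, a pattern that arises when the 2 reads of a pair are counted separately, which would make the intervals too narrow. A gene was called higher or lower in the IPi library when its mean normalized count was over 30 and the ratio was at least 4-fold. A count of 0 was set to 3 counts, which makes the fold a bound against that floor. Gene lists were fixed before the data were examined, but after Tables 1 and 2 had been seen. Several lists were chosen because those tables hold some of their members, so their medians are not independent of the study. The median log2 ratio of a list was taken over members with at least 10 reads. It was compared with the medians of 10000 random lists of the same size matched on mean normalized count. Random lists were drawn gene by gene, whereas several lists hold neighbouring genes that can differ together. Medians of such lists spread more widely than the random ones, so the percentiles are a description and no test.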

Here, we carried out RNASeq analysis to determine differential gene expression of *P. sonchi* SBR5 cultivated with a soluble P source (NaH_2_PO_4_, SPi medium) and an insoluble P source (hydroxyapatite, IPi medium). Sequencing of cDNA libraries generated from RNA obtained from those cultures resulted in 2,729,614 reads for the SPi sample and 2,773,600 reads for the IPi sample. Of the resultant reads, 2,596,992 and 2,611,860 reads of SPi and IPi libraries, respectively, were mapped onto the genome of SBR5 (Supplementary Table 3). 

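In the IPi library 132 genes were at least 4-fold higher and 156 genes were at least 4-fold lower than in the SPi library, among 4791 genes with a mean normalized count over 30. Of these 4791 genes, 3558 differed by less than 2-fold. The genes that were higher included genes for glycine betaine uptake and part of the genes for flagella, thiamine biosynthesis and ribosomal proteins, and the genes that were lower included odhA and odhB and part of the genes for siderophore uptake and for trehalose and glycogen metabolism. The ribosomal protein gene rplU was 8.19-fold higher in IPi, and sodA, which encodes a superoxide dismutase, was 6.11-fold lower. Other genes with large differences have no assigned function or only a general annotation. P.riograndensis_final_6139, a hypothetical protein, was 26.9-fold higher with 7 reads in SPi and 259 in IPi, and P.riograndensis_final_3056, a conserved hypothetical secreted protein, was 28.0-fold higher with a normalized count of 4204 in IPi. P.riograndensis_final_4161, another conserved hypothetical secreted protein, was 25.1-fold lower and had 36162 reads in SPi. The ABC transporter genes at P.riograndensis_final_1812 and P.riograndensis_final_1813 were 24.3-fold and 37.2-fold lower, and ywbG, an uncharacterized protein gene, was 20.6-fold lower.

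Some of the called genes were neighbours on the chromosome. There were 12 runs of at least 4 adjacent called genes of the same direction, 6 higher and 6 lower, which held 60 genes, against at most 1 run in any of 1000 shuffles of the genes. Shuffling treats neighbours as independent, although the paper describes some of them, such as the opuAA genes, as operons. Genes of an operon can differ together, so this contrast is no evidence for the differences themselves. The longest run, of 7 genes, extended from position 4735278 to 4741270 and held flagellar genes. The genes of a non-ribosomal peptide synthesis cluster from position 1993430 to 2003127 formed a run that was lower in IPi.

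Of the genes in the authors' deposited table, 68 have a log2 fold change above 0 and 100 below 0. All of these genes had the same sign of log2 ratio in the counts, and 159 of them, 64 higher and 95 lower, passed the 4-fold rule. The authors' table was made from the same 2 libraries and its genes were chosen for their difference. Such overlap was therefore nearly certain in advance and is no independent evidence. The genes at P.riograndensis_final_1089, P.riograndensis_final_1858, P.riograndensis_final_233 and P.riograndensis_final_297 had no read in SPi and 35 to 46 reads in IPi, which places them at least 11.2-fold, 10.9-fold, 9.22-fold and 8.49-fold higher against the floor of 3 counts in SPi, with mean normalized counts under 30. The lower ends of their 95% intervals are 8.72-fold, 8.52-fold, 7.14-fold and 6.55-fold. Scaling by total counts gave 193 genes higher and 116 lower, because it moves the median log2 ratio of genes with a mean normalized count over 30 up by 0.21.

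**Figure D1:**
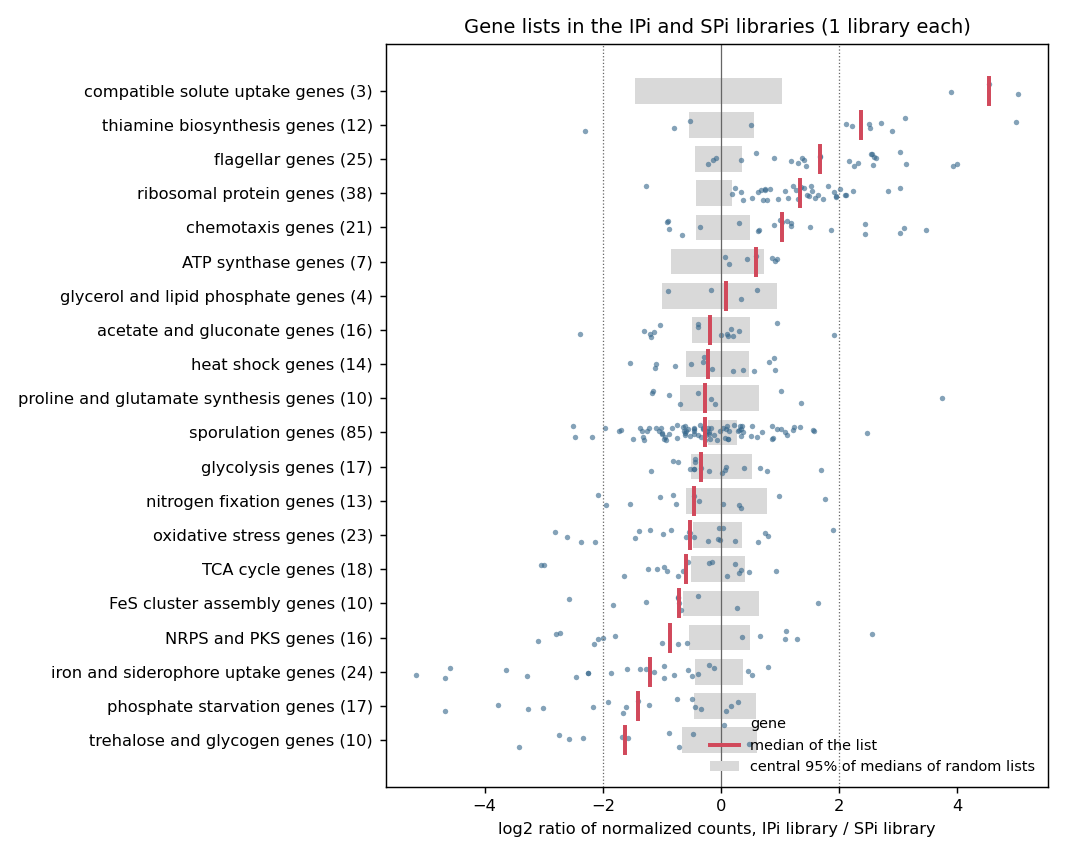
Log2 ratio of normalized counts (IPi library over SPi library) of the genes in 20 lists, with the number of genes per list in brackets. Points are genes, red lines are medians, gray bars hold the central 95% of medians of random lists and dotted lines mark 4-fold. 5 medians lie above the gray bar and 8 lie below it.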

Our DESeq analysis revealed higher expression of 68 genes in IPi (Table 1) and reduced expression of 100 genes in IPi as compared with SPi condition (Table 2), as represented in Supplementary Figure 3.

**TABLE 1:** List of *P. sonchi* SBR5 genes showing increased RNA levels during cultivation with IPi in comparison to SPi.

**Feature**	**Product**	**log_2_ Fold Change**	***P*-value**
P.riograndensis_final_1089	Conserved hypothetical membrane protein	>6	0.01
P.riograndensis_final_1858	Integral membrane sensor signal transduction histidine kinase	>6	0.02
P.riograndensis_final_233	Conserved hypothetical protein	>6	0.03
P.riograndensis_final_297	Putative drug resistance ABC-2 type transporter, permease protein	>6	0.03
P.riograndensis_final_6163	Conserved hypothetical protein	5.71	0.00
*opuAA*	Glycine betaine transport ATP-binding protein OpuAA	5.00	0.00
P.riograndensis_final_2300	Transcriptional regulator TenI	4.99	0.00
P.riograndensis_final_3056	Conserved hypothetical secreted protein	4.81	0.00
P.riograndensis_final_6139	Hypothetical protein	4.72	0.00
P.riograndensis_final_5641	Glycine betaine transport system permease protein opuAB	4.53	0.00
P.riograndensis_final_5637	Hypothetical protein	4.52	0.00
P.riograndensis_final_6503	Conserved hypothetical protein	4.04	0.03
P.riograndensis_final_6164	Flagellin	4.00	0.00
P.riograndensis_final_5029	Hypothetical membrane protein	3.97	0.01
P.riograndensis_final_6162	Flagellar capping protein	3.95	0.00
P.riograndensis_final_5640	ABC transporter, substrate-binding protein, QAT family	3.91	0.00
P.riograndensis_final_1047	NUDIX hydrolase	3.61	0.05
P.riograndensis_final_4130	Pyrroline-5-carboxylate reductase	3.47	0.04
P.riograndensis_final_6151	–	3.42	0.01
P.riograndensis_final_3685	Methyl-accepting chemotaxis protein	3.42	0.04
*motA*	Motility protein A	3.33	0.01
P.riograndensis_final_6184	Predicted protein	3.16	0.01
P.riograndensis_final_6178	Conserved hypothetical membrane protein	3.14	0.01
P.riograndensis_final_2303	Thiazole biosynthesis protein ThiH	3.13	0.01
P.riograndensis_final_2717	Integral membrane sensor signal transduction histidine kinase	3.12	0.01
*mcp4*	Methyl-accepting chemotaxis protein	3.09	0.03
P.riograndensis_final_2867	Methyl-accepting chemotaxis sensory transducer	3.07	0.04
*rplU*	50S ribosomal protein L21	3.05	0.01
*fliH*	Flagellar assembly protein FliH	3.03	0.01
P.riograndensis_final_6160	Conserved hypothetical protein	3.03	0.02
P.riograndensis_final_518	Conserved hypothetical membrane protein	2.98	0.02
P.riograndensis_final_4041	Signal peptidase I (SPase I) (Leader peptidase I)	2.95	0.01
P.riograndensis_final_1993	Hypothetical protein	2.91	0.03
*blt*	Multidrug resistance protein 2	2.88	0.05
*thiG*	Thiazole synthase	2.85	0.02
P.riograndensis_final_3782	Hypothetical protein	2.85	0.03
P.riograndensis_final_6161	Flagellar protein FliS	2.85	0.02
P.riograndensis_final_6026	Ribosomal protein S10	2.83	0.01
P.riograndensis_final_2999	Hypothetical protein	2.78	0.02
P.riograndensis_final_3001	ABC transporter ATP-binding protein	2.76	0.04
P.riograndensis_final_6158	Hypothetical protein	2.74	0.02
P.riograndensis_final_3212	Conserved hypothetical protein	2.72	0.04
P.riograndensis_final_5299	Conserved hypothetical protein	2.72	0.02
*thiE*	Thiamine-phosphate synthase	2.71	0.04
P.riograndensis_final_4022	Flagellar basal-body rod protein flgC	2.65	0.02
*thiD*	Hydroxymethylpyrimidine/phosphomethylpyrimidinekinase	2.64	0.03
*rkpK*	UDP-glucose 6-dehydrogenase	2.62	0.03
*queE*	7-Carboxy-7-deazaguanine synthase	2.61	0.03
*fliI*	Flagellum-specific ATP synthase	2.61	0.03
P.riograndensis_final_6154	–	2.57	0.03
*motB*	Motility protein B	2.54	0.04
P.riograndensis_final_5386	Hypothetical protein	2.53	0.03
P.riograndensis_final_1949	Methyl-accepting chemotaxis sensory transducer	2.53	0.05
*fliG*	Flagellar motor switch protein FliG	2.52	0.03
P.riograndensis_final_2718	LuxR family two component transcriptional regulator	2.52	0.04
P.riograndensis_final_2301	–	2.50	0.04
P.riograndensis_final_5926	Amino acid ABC transporter permease	2.48	0.04
*tetB*	Tetracycline resistance protein	2.45	0.04
P.riograndensis_final_4023	Conserved hypothetical protein	2.41	0.04
P.riograndensis_final_5390	NAD-dependent epimerase/dehydratase	2.41	0.05
*flhB*	Flagellar biosynthetic protein FlhB	2.39	0.04
P.riograndensis_final_4015	Hypothetical protein	2.37	0.04
P.riograndensis_final_4021	Hypothetical protein	2.36	0.04
P.riograndensis_final_5927	Capsule synthesis protein, CapA	2.34	0.04
P.riograndensis_final_4020	Flagellar M-ring protein FliF	2.28	0.04
P.riograndensis_final_4042	Ribosomal protein L19	2.22	0.05
*thiC*	Phosphomethylpyrimidine synthase	2.21	0.05
P.riograndensis_final_3098	Hypothetical protein	2.19	0.05

**TABLE 2:** List of *P. sonchi* SBR5 genes showing reduced RNA levels during cultivation with IPi in comparison to SPi.

**Feature**	**Product**	**log_2_ Fold Change**	***P*-value**
P.riograndensis_final_1900	Hypothetical protein	−5.22	0.00
P.riograndensis_final_1813	ABC transporter	−5.15	0.00
P.riograndensis_final_345	Conserved hypothetical protein	−4.92	0.00
P.riograndensis_final_4843	Hypothetical protein	−4.78	0.00
P.riograndensis_final_4161	Conserved hypothetical secreted protein	−4.65	0.00
P.riograndensis_final_5412	Phosphate binding protein	−4.63	0.00
*yusV*	Probable siderophore transport system ATP- binding protein YusV	−4.61	0.00
P.riograndensis_final_1897	Transport system permease	−4.52	0.00
P.riograndensis_final_1812	ABC-type multidrug transport system	−4.47	0.00
P.riograndensis_final_2959	Hypothetical protein	−4.46	0.00
*ywbG*	Uncharacterized protein YwbG	−4.35	0.00
P.riograndensis_final_5808	Transcription cofactor, metal binding pirin domain protein	−4.12	0.00
P.riograndensis_final_5825	Hypothetical membrane protein	−4.10	0.00
*yugH*	Putative aminotransferase YugH	−4.07	0.00
P.riograndensis_final_5413	Conserved hypothetical protein	−4.07	0.01
P.riograndensis_final_344	Binding-protein-dependent transport systems inner membrane component	−4.04	0.05
P.riograndensis_final_1811	S-layer domain-containing protein	−4.02	0.00
P.riograndensis_final_3815	Hypothetical protein	−4.00	0.00
P.riograndensis_final_603	Conserved hypothetical protein	−3.99	0.00
P.riograndensis_final_1123	Conserved hypothetical protein	−3.94	0.00
*phaA*	Acetyl-CoA acetyltransferase	−3.82	0.05
P.riograndensis_final_602	Hypothetical protein	−3.81	0.00
P.riograndensis_final_4326	Conserved hypothetical protein	−3.70	0.00
P.riograndensis_final_1896	Periplasmic-binding protein	−3.63	0.00
P.riograndensis_final_5813	Conserved hypothetical membrane protein	−3.63	0.00
P.riograndensis_final_2763	Hypothetical protein	−3.63	0.01
P.riograndensis_final_3666	PAS domain S-box protein	−3.62	0.00
P.riograndensis_final_5814	Conserved hypothetical membrane protein	−3.53	0.00
*treA*	Trehalose-6-phosphate hydrolase	−3.45	0.01
P.riograndensis_final_346	Conserved hypothetical membrane protein	−3.44	0.01
P.riograndensis_final_1182	YhgE/Pip N-terminal domain protein	−3.41	0.00
P.riograndensis_final_3382	Hypothetical protein	−3.31	0.02
P.riograndensis_final_3123	General stress protein 16O	−3.29	0.01
P.riograndensis_final_2934	Hypothetical protein	−3.29	0.02
P.riograndensis_final_1712	Glutamine–scyllo-inositol transaminase	−3.28	0.01
P.riograndensis_final_1769	ABC transporter, permease protein	−3.28	0.01
P.riograndensis_final_1898	Transport system permease	−3.28	0.01
*fabG*	3-Ketoacyl-ACP reductase	−3.28	0.01
P.riograndensis_final_2070	Trypsin	−3.25	0.01
P.riograndensis_final_1553	Hypothetical protein	−3.17	0.01
*amyD*	Probable starch degradation products transport system permease protein AmyD	−3.14	0.02
P.riograndensis_final_1679	Non-ribosomal peptide synthase/amino acid adenylation enzyme	−3.11	0.01
P.riograndensis_final_635	Conserved hypothetical secreted protein	−3.10	0.01
P.riograndensis_final_2339	Hypothetical protein	−3.09	0.01
P.riograndensis_final_1768	ABC transporter substrate-binding protein	−3.08	0.01
*odhB*	Dihydrolipoyllysine-residue succinyltransferase component of 2-oxoglutarate dehydrogenase complex	−3.05	0.01
P.riograndensis_final_3118	Hypothetical protein	−3.05	0.01
P.riograndensis_final_6290	Conserved hypothetical membrane protein	−3.04	0.01
P.riograndensis_final_1238	Hypothetical protein	−3.04	0.01
*yunF*	UPF0759 protein YunF	−3.04	0.01
P.riograndensis_final_3303	–	−3.03	0.03
*odhA*	2-Oxoglutarate dehydrogenase E1 component	−3.00	0.01
*pstS*	Phosphate-binding protein PstS	−2.96	0.02
P.riograndensis_final_1377	Hypothetical membrane protein	−2.93	0.02
P.riograndensis_final_2342	Conserved hypothetical protein	−2.86	0.01
P.riograndensis_final_2340	Hypothetical protein	−2.82	0.01
P.riograndensis_final_2126	Ferritin Dps family protein	−2.80	0.01
P.riograndensis_final_1699	Putative polyketide synthase component, beta- ketoacyl synthase family protein	−2.79	0.01
P.riograndensis_final_1680	Cyclic peptide transporter	−2.75	0.02
P.riograndensis_final_1682	Possible methoxymalonyl-ACP biosynthesis protein	−2.73	0.02
P.riograndensis_final_483	Hypothetical protein	−2.72	0.02
P.riograndensis_final_613	Conserved hypothetical protein	−2.71	0.03
*yhxC*	Uncharacterized oxidoreductase YhxC	−2.71	0.02
*ytcD*	Hypothetical protein	−2.69	0.02
*hbd*	3-Hydroxybutyryl-CoA dehydrogenase	−2.68	0.02
P.riograndensis_final_1717	Putative transcription antitermination protein	−2.67	0.02
*treP*	Alpha,alpha-trehalose phosphorylase	−2.67	0.03
P.riograndensis_final_1711	Conserved hypothetical protein	−2.63	0.03
P.riograndensis_final_1501	Hypothetical protein	−2.63	0.02
P.riograndensis_final_1710	Conserved hypothetical protein	−2.63	0.03
*sodA*	Superoxide dismutase [Mn]	−2.61	0.02
P.riograndensis_final_2002	Conserved hypothetical membrane protein	−2.59	0.03
P.riograndensis_final_3384	Hypothetical protein	−2.59	0.03
P.riograndensis_final_4181	Hypothetical protein	−2.59	0.04
P.riograndensis_final_2341	Hypothetical protein	−2.58	0.02
*glgC*	Glucose-1-phosphate adenylyltransferase	−2.57	0.02
P.riograndensis_final_681	Conserved hypothetical protein	−2.56	0.03
*sufB*	FeS cluster assembly protein SufB	−2.56	0.03
P.riograndensis_final_466	Hypothetical protein	−2.53	0.02
P.riograndensis_final_3694	Alpha/beta hydrolase	−2.53	0.03
P.riograndensis_final_3385	AstB/chuR/nirj-like protein	−2.53	0.03
P.riograndensis_final_3383	Hypothetical protein	−2.51	0.03
P.riograndensis_final_5414	Conserved hypothetical secreted protein	−2.50	0.03
P.riograndensis_final_3113	Short-chain dehydrogenase/reductase SDR	−2.49	0.03
P.riograndensis_final_6333	Glucan 1,4-alpha-maltohexaosidase	−2.47	0.03
*fhuC*	Iron(3+)-hydroxamate import ATP-binding protein FhuC	−2.46	0.03
*sigF*	RNA polymerase sigma-F factor	−2.44	0.04
P.riograndensis_final_1700	Haloacid dehalogenase superfamily protein	−2.41	0.04
P.riograndensis_final_2791	−	−2.39	0.03
P.riograndensis_final_3672	Hypothetical protein	−2.39	0.04
*glgA*	Glycogen synthase	−2.33	0.04
*ampS*	Aminopeptidase AmpS	−2.32	0.04
P.riograndensis_final_1701	−	−2.32	0.04
P.riograndensis_final_5491	Dyp-type peroxidase family protein	−2.30	0.04
P.riograndensis_final_1708	Conserved hypothetical protein	−2.28	0.04
P.riograndensis_final_5492	High-affinity Fe2+/Pb2+ permease	−2.25	0.04
P.riograndensis_final_5805	Alpha/beta hydrolase fold protein	−2.24	0.04
*yhfW*	Putative Rieske 2Fe–2S iron-sulfur protein YhfW	−2.24	0.05
*ylaK*	Uncharacterized protein YlaK	−2.21	0.05
P.riograndensis_final_5826	Conserved hypothetical secreted protein	−2.20	0.05

The results obtained in RNAseq were confirmed by the analysis of gene expression patterns by qRT-PCR for 12 genes selected from the identified differentially expressed genes. The expression patterns of the 12 candidate genes detected by qRT-PCR were in accordance with the gene expression patterns obtained in the RNAseq analysis (Supplementary Figure 4), demonstrating the reliability of our RNAseq analysis.

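The gene for the phosphate-binding protein PstS was lower in the IPi library, while the genes of the phosphate-sensing regulator pair differed by less than 2-fold. The gene pstS (P.riograndensis_final_3648, positions 4333219 to 4334181), which encodes the phosphate-binding protein of the Pst transporter, was 8.09-fold lower, with 206 reads in SPi and 35 in IPi (log2 ratio -3.02, 95% interval -3.58 to -2.49). The response regulator gene phoP (P.riograndensis_final_2308) had 255 reads in SPi and 257 in IPi, a log2 ratio of -0.45 (95% interval -0.70 to -0.19). The adjacent sensor histidine kinase gene at P.riograndensis_final_2307 had a log2 ratio of -0.34 (95% interval -0.64 to -0.03). The genes that follow phoP on the chromosome, pstB3 and P.riograndensis_final_2310, which encodes PhoU, had log2 ratios of -1.40 and -1.62. Among 17 phosphate starvation genes, 2 were called lower, none was called higher and 15 were not called. Their median log2 ratio was -1.40, below the medians of the random lists, and 14 of the 17 ratios were below 0. The highest ratio was that of phoH, for a PhoH-like protein, with a log2 ratio of 0.29. The list holds 2 genes of Table 2, so it is not independent of the study. Without them the median was -1.22, still below the medians of the random lists.

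**Figure D2:**
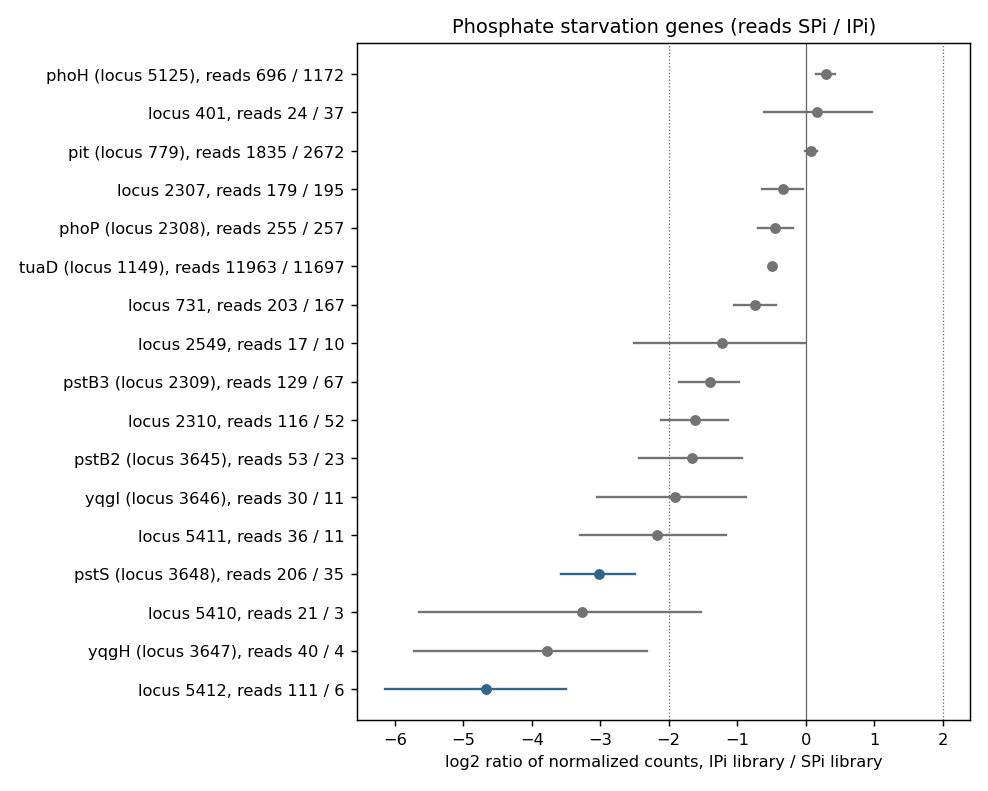
Log2 ratio of normalized counts (IPi library over SPi library) of 17 phosphate starvation genes, with reads in SPi and IPi beside each gene. Bars are exact 95% counting intervals, dotted lines mark 4-fold and blue marks genes called lower. The genes from phoH to P.riograndensis_final_5412 range from 0.29 to -4.67.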

Differential expression of genes coding for the two *pho* regulon components PhoP-PhoR was not observed in this work; however, the gene for the phosphate-binding protein PstS was downregulated (Table 2). 

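Both genes of the 2-oxoglutarate dehydrogenase complex that lie side by side on the chromosome were about equally lower in the IPi library, and both are highly expressed, so their counting error is small. The gene odhA (P.riograndensis_final_476, positions 551338 to 554208), for the E1 component, had 15890 reads in SPi and 2730 in IPi and was 8.00-fold lower (log2 ratio -3.00, 95% interval -3.06 to -2.94). The gene odhB (P.riograndensis_final_475, positions 549995 to 551287), for the E2 component, had 9175 reads in SPi and 1525 in IPi and was 8.27-fold lower (log2 ratio -3.05, 95% interval -3.13 to -2.97).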

Interestingly, the expression of two genes related to central carbon metabolism was reduced under IPi condition: the *odhAB* operon that codes for two subunits of the 2-OGDH (Table 2). Similarly, carbohydrate storage genes, i.e., *treA* coding for trehalose-6-phosphate hydrolase, *treP* coding for trehalose phospholyase, and *glgA* and *glgC*, coding for glucose-1-phosphate adenylyltransferase and glycogen synthase, respectively, showed reduced expression under IPi condition (Table 2). By contrast, most SBR5 genes involved in thiamine biosynthesis were upregulated in IPi condition: *thiH*, *thiG*, *thiC*, *thiD*, and *thiE* (Table 1). Moreover, the increased expression of the gene coding for capsule synthesis protein CapA (Table 1) may indicate a stress response (Candela and Fouet, 2006). 

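Some genes of trehalose and glycogen metabolism were lower in the IPi library, namely treA, glgA, glgC and 1 of the treP genes. The gene treA (P.riograndensis_final_3392), whose product splits trehalose 6-phosphate, was 10.7-fold lower, with 210 reads in SPi and 27 in IPi (log2 ratio -3.42, 95% interval -4.05 to -2.84). The glycogen genes glgC (P.riograndensis_final_3743), for glucose-1-phosphate adenylyltransferase, and glgA (P.riograndensis_final_3741), for glycogen synthase, were 5.98-fold and 5.02-fold lower at 9851 and 3150 reads in SPi. The gene name treP belongs to 2 loci. P.riograndensis_final_1667, annotated as trehalose phosphorylase, had a log2 ratio of -0.71 (95% interval -1.20 to -0.23). P.riograndensis_final_3393, next to treA and annotated as the trehalose-specific EIIBC component of the phosphotransferase system, was 6.68-fold lower (log2 ratio -2.74, 95% interval -3.20 to -2.30). Of 10 trehalose and glycogen genes, 4 were called lower and none was called higher, and their median log2 ratio of -1.63 lay below the medians of the random lists. A glycogen debranching enzyme gene, P.riograndensis_final_703, had the highest ratio of the list, with a log2 ratio of 0.47. The list is not independent of the study. Without its 4 genes of Table 2 at the listed loci, the median was -1.23 at percentile 0.28, still below the central 95% of random lists. Without treA, glgA, glgC and P.riograndensis_final_3393, a choice made after the values were seen, the median was -0.79. That lay at percentile 2.58, narrowly inside. These are the 4 genes called lower, so leaving them out had to move the median up.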

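Genes for both parts of the thiamine molecule and for their coupling were higher in the IPi library. For the pyrimidine part, thiC (P.riograndensis_final_150) was 4.64-fold higher (log2 ratio 2.21, 95% interval 2.05 to 2.38) and thiD (P.riograndensis_final_2997) was 6.57-fold higher (log2 ratio 2.71, 95% interval 2.28 to 3.18). For the thiazole part, thiG (P.riograndensis_final_2302) was 7.41-fold higher (log2 ratio 2.89, 95% interval 2.56 to 3.24) and the thiH gene at P.riograndensis_final_2303 was 8.62-fold higher (log2 ratio 3.11, 95% interval 2.81 to 3.42). The gene thiE (P.riograndensis_final_2996), whose product joins both parts, was 5.71-fold higher, with 27 reads in SPi and 212 in IPi (log2 ratio 2.51, 95% interval 1.93 to 3.15). P.riograndensis_final_2300, annotated as the regulator TenI, was 32.0-fold higher but had only 4 reads in SPi (95% interval 12.3-fold to 119-fold). Another gene named thiH, at P.riograndensis_final_3873, had 68 reads in SPi and 19 in IPi and was 4.92-fold lower.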

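The gene at P.riograndensis_final_5927, annotated as the capsule synthesis protein CapA, was 4.92-fold higher in the IPi library. It lies from position 7052972 to 7054306. It had 122 reads in SPi and 824 in IPi, or normalized counts of 143 and 703, and a log2 ratio of 2.30 (95% interval 2.02 to 2.58).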

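The genes at P.riograndensis_final_6161 to P.riograndensis_final_6164, which lie together from position 7312109 to 7315271, were all higher in the IPi library. The flagellin gene at P.riograndensis_final_6164 was 16.0-fold higher, with normalized counts of 533 in SPi and 8560 in IPi (log2 ratio 4.00, 95% interval 3.87 to 4.14). P.riograndensis_final_6162, a flagellar capping protein, was 15.2-fold higher, and P.riograndensis_final_6161, the flagellar protein FliS, was 6.02-fold higher, each with 37 reads in SPi. P.riograndensis_final_6163, annotated as a conserved hypothetical protein, had 2 reads in SPi and 143 in IPi, a 52.0-fold ratio with a 95% interval from 14.1-fold to 434-fold. Another flagellin gene a few loci away, P.riograndensis_final_6167, had 1105 reads in SPi and 1379 in IPi and a log2 ratio of -0.14, which is 0.07 under scaling by total counts. P.riograndensis_final_6167 was chosen after its values were seen.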

The expression of an operon comprising genes coding for flagellar protein FliS (P.riograndensis_final_6161), flagellar capping protein (P.riograndensis_final_6162), a hypothetical protein similar to FlaG protein (P.riograndensis_final_6163), and a flagellin protein (P.riograndensis_final_6164) was upregulated under IPi condition (Table 1). In addition, eight genes related to flagellation and motility were also upregulated: *motAB* genes coding for motility proteins A and B, flagellar basal body rod protein gene *flgC* (P.riograndensis_final_4022), flagellar biosynthetic protein gene *flhB*, and genes *fliFGHI* coding for flagellar M-ring protein (P.riograndensis_final_4020), flagellar motor switch protein, flagellar assembly protein FliH, and flagellum-specific ATP synthase (Table 1). Furthermore, expression of an operon that includes two genes related to iron and siderophore metabolism (*yusV*-P.riograndensis_final_1900) was downregulated during cultivation in IPi medium (Table 2). 

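Some genes of the flagellar motor, basal body and export apparatus were at least 4-fold higher in the IPi library, among them the genes that the paper names. The stator genes motA (P.riograndensis_final_88) and motB (P.riograndensis_final_87) were 8.73-fold and 5.90-fold higher, with 95% intervals of 5.97-fold to 13.2-fold and 4.20-fold to 8.50-fold. The genes fliI, fliH, fliG, P.riograndensis_final_4020 (FliF) and P.riograndensis_final_4022 (FlgC) are neighbours and were 5.94-fold, 8.15-fold, 5.80-fold, 4.74-fold and 6.16-fold higher. Among them, P.riograndensis_final_4020 had the most reads, 290 in SPi and 1888 in IPi (log2 ratio 2.24, 95% interval 2.07 to 2.43). The gene flhB (P.riograndensis_final_4001), for a protein of the flagellar export apparatus, was 5.00-fold higher (log2 ratio 2.32, 95% interval 2.09 to 2.57).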

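The genes from P.riograndensis_final_1896 to P.riograndensis_final_1900 were 9.77-fold to 35.9-fold lower in the IPi library. The gene yusV (P.riograndensis_final_1899), for the ATP-binding protein of a probable siderophore transport system, had 1482 reads in SPi and 80 in IPi and was 25.5-fold lower (log2 ratio -4.67, 95% interval -5.01 to -4.34). P.riograndensis_final_1900, annotated as a hypothetical protein, had the largest difference of the group, a log2 ratio of -5.17 (95% interval -5.51 to -4.84). P.riograndensis_final_1896, a periplasmic-binding protein, and the permease genes at P.riograndensis_final_1897 and P.riograndensis_final_1898 had log2 ratios of -3.65, -4.59 and -3.29. The gene just before them, P.riograndensis_final_1895 for an AraC family regulator, was 4.19-fold lower and was chosen after its values were seen. It had a log2 ratio of -1.86 under scaling by total counts, short of 4-fold. Of 24 genes for iron and siderophore uptake, 8 were called lower and none was called higher, and the median log2 ratio was -1.20, below the medians of the random lists. Without the 7 members that are in Table 2, the median was -0.79, still below the 2.5th percentile of random lists. Among members with a mean normalized count over 30, the highest ratio belonged to P.riograndensis_final_1011, an iron ABC transporter gene with a log2 ratio of 0.52 (95% interval -0.12 to 1.18).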

Finally, one gene encoding for pyrroline-5-carboxylase reductase (*proC*) and an operon comprising genes related to the transport of glycine betaine (*opuAA* and *opuAB*-P.riograndensis_final_5641) were upregulated in SBR5 grown in IPi condition (Table 1).

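The genes for glycine betaine uptake had some of the largest ratios of the IPi library, and the proC gene was higher at low counts. The gene opuAA (P.riograndensis_final_5642), for the ATP-binding protein of the transporter, had 65 reads in SPi and 2929 in IPi and was 32.8-fold higher (log2 ratio 5.04, 95% interval 4.68 to 5.41). P.riograndensis_final_5641, the permease gene opuAB, was 23.2-fold higher (log2 ratio 4.54, 95% interval 4.19 to 4.91). P.riograndensis_final_5640, the substrate-binding protein of the same transporter, was 14.9-fold higher with 149 reads in SPi and 3043 in IPi (log2 ratio 3.89, 95% interval 3.66 to 4.14). P.riograndensis_final_4130, a pyrroline-5-carboxylate reductase and the proC gene of the paper, had 4 reads in SPi and 74 in IPi, a log2 ratio of 3.75 (95% interval 2.33 to 5.66).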

### Promoter Activity Assays Using Transcriptional Fusions to Promoterless Genes for Fluorescent Proteins and Flow Cytometry

The promoterless *gfpUV* reporter gene was fused with promoter sequences of genes upregulated (*opuAA*) or downregulated (*pstS* and *odhA*) under IPi condition. *P. sonchi* strains P2opuAA-*gfpUV*, P2pstS-*gfpUV*, P2odhA-*gfpUV*, and empty vector control pNW33Nkan were cultivated in SPi or IPi media and analyzed by flow cytometry means. SBR5(pNW33Nkan) strain presented GfpUV background signal in both cultivation conditions (Figure 4A). The GfpUV fluorescence intensities of SBR5(P2pstS-*gfpUV*) and SBR5(P2odhA-*gfpUV*) were lower in IPi as compared with SPi condition (Figures 4B,C). In contrast, the GfpUV fluorescence intensity of SBR5(P2opuAA-*gfpUV*) was higher in IPi as compared with SPi condition (Figure 4D). For further corroboration, a strain was constructed to simultaneously monitor the activity of *opuAA* gene promoter (fused to promoterless red-fluorescence reporter gene *crimson*) and *pstS* promoter (fused to promoterless *gfpUV*). Flow cytometry revealed *opuAA* promoter activity in cells cultivated in IPi, whereas *pstS* promoter activity was not detected (Figure 4E). By contrast, when cultivated in SPi, promoter activity was detected for *pstS* but not for *opuAA* (Figure 4F). Thus, reporter gene expression analysis confirmed that *opuAA* is induced under IPi condition, whereas *pstS* and *odhA* gene expression is lower under IPi condition compared with SPi condition.

**FIGURE 4:**
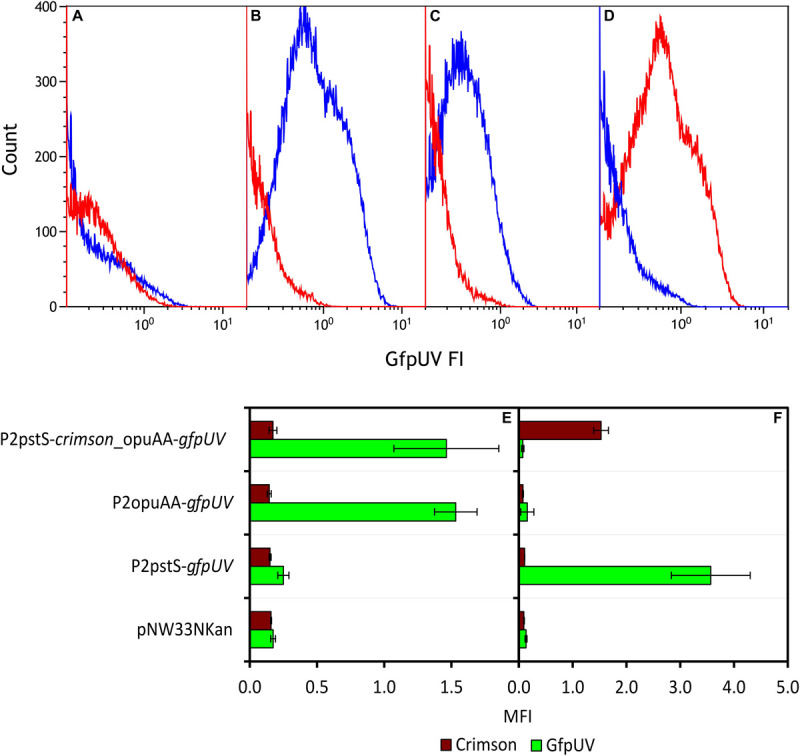
Expression analysis of various promoters in *P. sonchi* SBR5 grown in IPi or SPi. **(A–D)** Histograms show flow cytometry results of GfpUV fluorescence intensity (GfpUV FI) of SBR5 carrying different vectors (**A:** pNW33N; **B:** P2pstS-*gfpUV*; **C:** P2odhA-*gfpUV*; **D:** P2opuAA-*gfpUV*) cultivated in IPi (red) and SPi (blue). **(E,F)** Crimson and GfpUV mean fluorescence intensities (MFI) of SBR5 carrying vectors pNW33N, P2pstS-*gfpUV*, P2odhA-*gfpUV*, P2opuAA-*gfpUV*, and P2pstS-*crimson*_opuAA-*gfpUV* cultivated in IPi **(E)** or SPi **(F)**. MFIs are given as means and standard deviations of triplicate cultivations measured by flow cytometry of 20,000 cells.

### High-Performance Liquid Chromatography Analyses: Carbon Metabolism and Osmoprotection

Because the excretion of organic acids by PSB is considered a crucial factor in PS (Rashid et al., 2004), the production of organic acids by SBR5 was monitored under IPi and SPi conditions. A different composition of organic acids was detected in supernatants of SBR5 when this organism was cultivated in IPi or SPi conditions (Figure 5A). The organic acids succinate, oxoglutarate, and citrate, which are components of the tricarboxylic acid (TCA) cycle, were present in the supernatants of SBR5 in SPi condition (Figure 5A). However, in the IPi condition, the concentration of succinate and oxoglutarate decreased 100 and 81%, respectively, in comparison with SPi condition, whereas the citrate concentration was similar to that in the SPi condition. Besides, the amount of acetate and gluconate was 85 and 48% higher, respectively, when SBR5 was cultivated in IPi as compared with SPi (Figure 5A). Arginine and ornithine could not be detected (Figure 5B). Moreover, the 2-OGDH-encoding genes *odhAB* were downregulated when SBR5 was cultivated in IPi condition (Table 2). This result was confirmed by enzymatic assay of 2-OGDH in crude extracts of SBR5, in which 2-OGDH was inactive in crude extracts of cells grown in IPi, whereas activity was observed in SPi condition (Figure 5C).

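Most genes of the TCA cycle other than odhA and odhB differed by less than 4-fold between the libraries. Of 18 TCA cycle genes, 2 were called lower, none was called higher and 16 were not called, with 12 ratios below 0 and 6 above 0. The median log2 ratio was -0.60, at percentile 1.06 of the random lists, and it was -0.38 without odhA and odhB, which are in Table 2, at percentile 8.83 and inside the central 95%. Outside the list, pdhD (P.riograndensis_final_3759), for dihydrolipoyl dehydrogenase, the E3 enzyme of 2-oxo acid dehydrogenase complexes, had 45893 reads in SPi and 19884 in IPi and was 3.17-fold lower. In the list, the highest ratio belonged to P.riograndensis_final_6454, a fumarate reductase or succinate dehydrogenase flavoprotein domain gene with a log2 ratio of 0.93. The list also takes in genes whose annotation text only resembles that of a TCA cycle enzyme, such as nifV1, for homocitrate synthase, at a log2 ratio of 0.34.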

**FIGURE 5:**
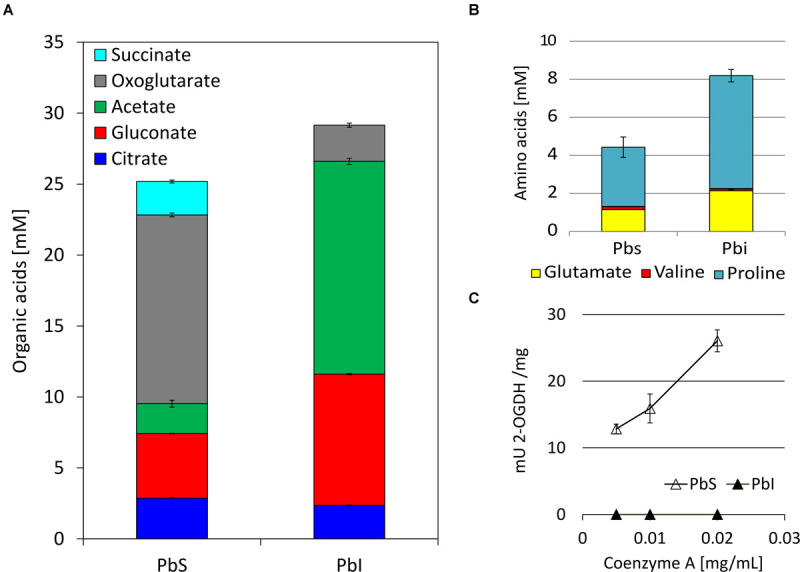
Accumulation of organic acids **(A)** and amino acids **(B)** in the culture medium and 2-oxoglutarate dehydrogenase (2-OGDH)-specific activities (mU 2-OGDH/mg) in crude extracts **(C)** of *P. sonchi* SBR5 cultivated with IPi medium in comparison with SPi. Concentrations of organic acids and amino acids were determined by HPLC analysis of the supernatants collected after 20 h of growth. Arginine and ornithine could not be detected. Activity of 2-OGDH was measured with different concentrations of CoA (milligrams per milliliter). Data are given as means and standard deviations of biological triplicates.

Furthermore, the levels of the compatible solutes trehalose and glycine betaine in supernatants and cell lysates of SBR5 cultivated in SPi or IPi were determined. This was done because, although the levels of osmolality obtained in the supernatants of SPi and IPi cultures were similar (Figure 6A), the internal osmolality of cells was threefold higher than that in SPi cultivation broth (Figure 6B). Approximately 0.01 mM of trehalose was present in SBR5 supernatants at 0 h under both Pi conditions, indicating that this component was present in the media composition (Figure 6C). However, trehalose concentration in the supernatant increased during growth, peaking at 4.9 and 7.8 mM in SPi and IPi, respectively (Figure 6C). SBR5 cells cultivated in IPi medium accumulated trehalose intracellularly from 2 to 8 h of growth, peaking at 0.1 mg g CDW^–1^ at 4 h (Figure 6D). No glycine betaine was detected in the supernatant of SPi cultivation broth, but 24.3 mM of glycine betaine production was observed at 2 h of cultivation in IPi broth (Figure 6E). The glycine betaine concentration in SBR5 supernatants from IPi cultivation dropped completely at 24 h, as this component accumulated intracellularly (Figures 6E,F). The presence of glycine betaine in SBR5 cell lysates was observed from 4 h of growth, being threefold higher at 8 h of growth when those cells were cultivated in IPi in comparison with SPi medium (Figure 6F). Glycine betaine and trehalose were produced and/or accumulated in IPi cultivation broth.

**FIGURE 6:**
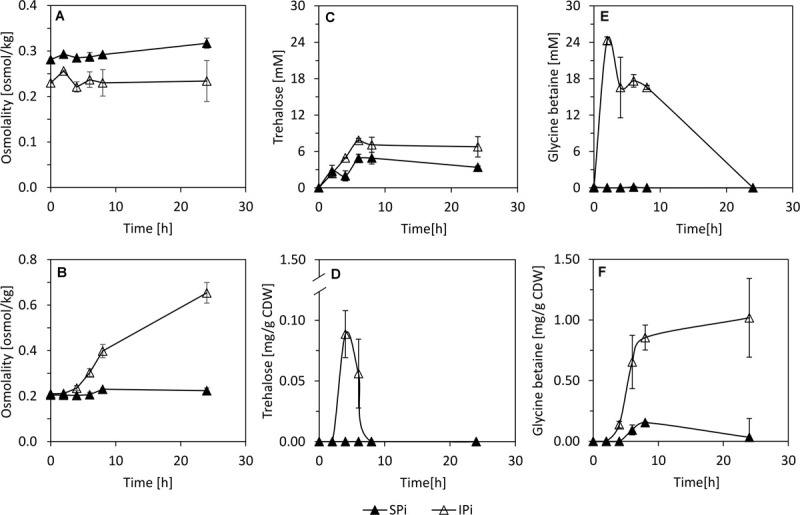
Supernatant **(A,C,E)** and intracellular **(B,D,F)** osmolarity, trehalose, and glycine betaine concentrations during growth of *P. sonchi* SBR5 with IPi and Spi. Pikovskaya broth (Pikovskaya, 1948) was used for growth with IPi, and Pikovskaya broth with phosphate source replaced by NaH_2_PO_4_ for growth with SPi. Data are given as means and standard deviations of biological triplicates. CDW, cell dry weight.

Glutamate and proline were secreted by SBR5 cells cultivated in IPi (Figures 5B, 7A). The concentration of proline in SBR5 supernatants at 24 h of bacterial growth was fivefold higher in IPi in comparison with SPi (Figures 7A,B). Moreover, the internal proline concentration reached ∼240 mg gCDW^–1^, which is twofold higher than that in SPi (Figures 7C,D). Although ∼9-mM oxoglutarate formation was observed in SPi supernatant (Figure 7B), no oxoglutarate was detected in the supernatant of IPi broth (Figure 7A).

**FIGURE 7:**
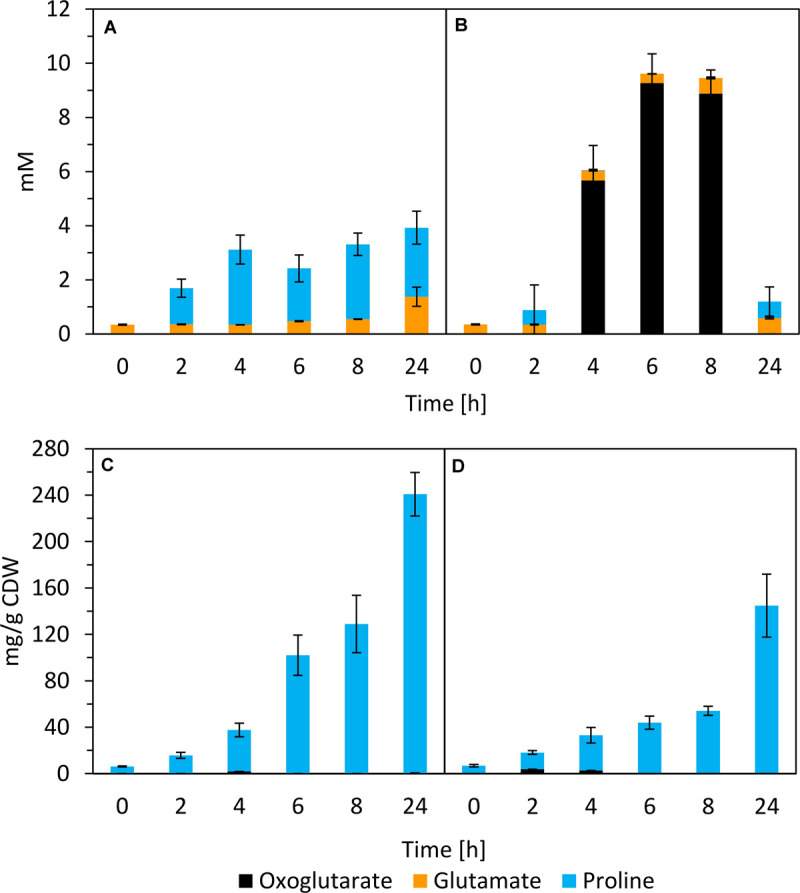
Quantification of oxoglutarate, glutamate, and proline in supernatants **(A,B)** and crude extracts **(C,D)** of *P. sonchi* SBR5 along with its growth in IPi (right) or SPi (left). Pikovskaya broth (Pikovskaya, 1948) was used for growth with IPi, and Pikovskaya broth with phosphate source replaced by NaH_2_PO_4_ for growth with SPi. Data are given as means and standard deviations of biological triplicates.

### Thiamine Biosynthesis Confirmation by Flow Cytometry

Our RNAseq analysis revealed the upregulation of many thiamine biosynthesis-related genes in SBR5 cultivated in IPi condition (Table 1). Therefore, we have performed a thiamine biosynthesis detection using a thiamine pyrophosphate (TPP)-based biosensor. 

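Of 12 genes of thiamine biosynthesis and its regulation, 8 were called higher in the IPi library, 1 was called lower and 3 were not called. The median log2 ratio of the list was 2.36, above the medians of the random lists. The kinase gene thiM (P.riograndensis_final_2998), which lies beside thiD and thiE and was chosen after its values were seen, had 43 reads in SPi and 256 in IPi and was 4.33-fold higher (95% interval 3.13-fold to 6.13-fold). P.riograndensis_final_2301, a gene without an assigned product between the TenI and thiG genes, also chosen in this way, was 5.76-fold higher. The list holds 7 genes of Table 1, so it is not independent of the study. The other 5 genes had a median log2 ratio of -0.52, at percentile 11.3 and inside the central 95% of random lists, though the genes left out had been chosen for their difference.

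**Figure D3:**
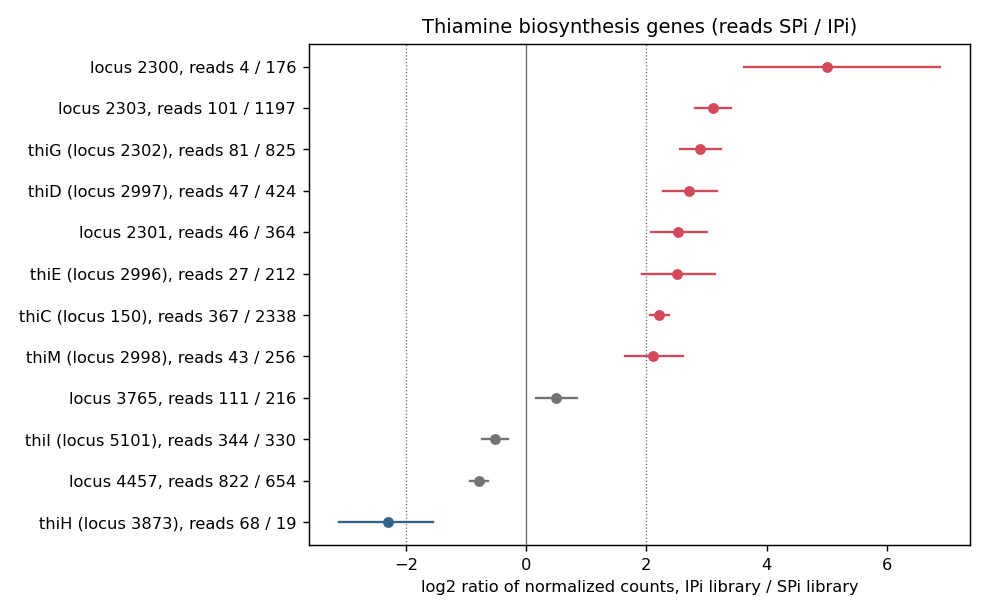
Log2 ratio of normalized counts (IPi library over SPi library) of 12 thiamine genes, with reads in SPi and IPi beside each gene. Bars are exact 95% counting intervals and dotted lines mark 4-fold. Red marks the 8 genes called higher and blue the 1 gene called lower.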

The strain SBR5(P2pyk_RthiC-*gfpUV*) carries the constitutive promoter of the pyruvate kinase-encoding gene *pyk* of SBR5 with its native 5′ untranslated region (5′UTR) replaced by the 5′UTR of the P. riograndensis_final_150, *thiC* gene coding for phosphomethylpyrimidine synthase (Brito et al., 2017a). The 5′UTR of *thiC* gene contains a TPP riboswitch previously characterized, which “switches off” the expression of *gfpUV* reporter gene in the presence of thiamine (Brito et al., 2017a). The strain SBR5 carrying the plasmid P2pyk-*gfpUV* (Brito et al., 2017b), with original *pyk* 5′UTR and the empty vector pNW33N were used as control. All recombinant strains were cultivated in modified IPi (IPim) or SPi (SPim), both media containing 0.1 mg/L of biotin but lacking yeast extract. Cells were harvested after 6 h, and GfpUV mean fluorescence intensity (MFI) was measured by flow cytometry. As expected, the MFI of empty vector control strain presented GfpUV background signal (Figure 8) in both media. Recombinant SBR5 with native *pyk* promoter driving the expression of *gfpUV* showed elevated GfpUV MFI in both media in comparison with the empty vector control. However, in the presence of *thiC* TPP riboswitch, cells cultivated in IPim “switched off” *gfpUV* expression, being GfpUV MFI levels similar to the empty vector control (Figure 8), indicating thiamine biosynthesis in this condition.

**FIGURE 8:**
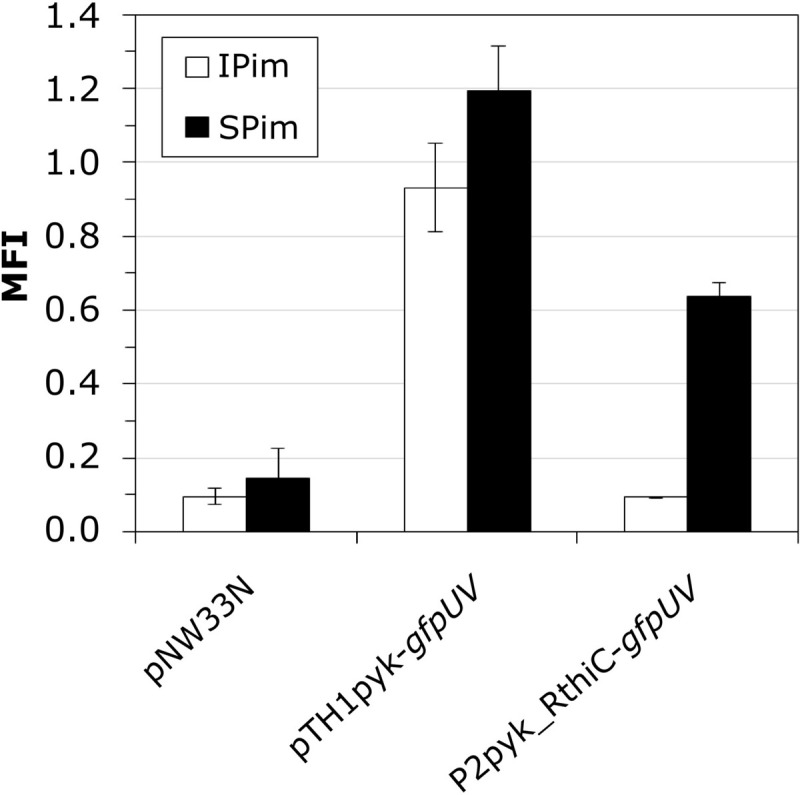
Monitoring intracellular thiamin concentrations by a thiamin-responsive riboswitch fused to GfpUV. *P. sonchi* SBR5 cells carried plasmids either with *gfpUV* gene under control of *pyk* promoter and 5′UTR of the endogenous *thiC* gene (pTH1pyk-*gfpUV*), *pyk* promoter carrying its native 5′UTR (p2pyk_RthiC-*gfpUV*), or the empty vector plasmid pNW33N. *P. sonchi* cells were cultivated in modified IPi or with SPi. MFI (mean fluorescence intensities) are given as means and standard deviations of triplicate cultivations measured by flow cytometry of 20,000 cells. Modified IPi and SPi media were prepared without yeast extract but with addition of biotin (100 μg/ml).

## Discussion

Here, the activity of *P. sonchi* genomovar Riograndensis SBR5 under IPi condition was characterized. Functional analyses were performed based on the currently available genomic and genome-wide transcriptomic databases (Brito et al., 2015, 2017a) and on the gene expression analysis performed in the present study. We aimed to relate some genes of *P. sonchi* SBR5, which were differentially expressed with two distinct P sources (SPi and IPi) to the physiological analysis of PS processes. Our findings revealed that IPi condition (with hydroxyapatite as P source) changed carbon metabolism and vitamin biosynthesis of SBR5 and expressed flagellation genes and activated osmoprotection.

It is a general phenotype of PSB that the PS activity is induced by low levels of exogenous soluble phosphate and inhibited by its high levels (Zeng et al., 2017). The phosphate in SPi condition was not completely utilized (Figure 3B) but supported the growth of *P. sonchi* SBR5 (Figure 3A), indicating that SPi provided a sufficient supply of P for SBR5. However, soluble phosphate was not promptly available for SBR5 at the beginning of growth in IPi medium, containing hydroxyapatite (Figure 3B), lacking the necessary Pi supply for the cells. Altogether, that could explain the increase of ∼1 mM orthophosphate concentration after 24 h in the IPi medium (Figure 3B). This value is similar to values observed for other *Paenibacillus* species: ∼1 mM by *P. polymyxa* and ∼1.2 mM by *P. mucilaginosus* from CaHPO_4_ and phosphorite after 3 and 5 days of incubation, respectively (Hu et al., 2006; Wang et al., 2012). However, the increase in orthophosphate concentration observed in IPi condition represents approximately 3.4 % of hydroxyapatite solubilization rate, which is dramatically inferior to the solubilization rates (up to 100%) reported in fungi (Mendes et al., 2013). It is known that the PS activity of PSB can be repressed by soluble phosphate by a feedback inhibition (Zeng et al., 2017), which is a severe limitation to the extensive application of PSB. However, the molecular mechanism of soluble phosphate regulation on PS activity of PSB remains to be elucidated.

In the past decades, enzymatic processes have been characterized to be responsible for the solubilization of organic phosphate substrates in bacteria. PS promoted by acid phosphatase was observed in *Pseudomonas* sp. (Jorquera et al., 2008), *Burkholderia cepacia* (Rodriguez et al., 2000), *Enterobacter aerogenes*, *Enterobacter cloacae*, *Citrobacter freundi*, *Proteus mirabalis*, and *Serratia marcenscens* (Thaller et al., 1995). Moreover, organic Pi solubilization through phytase activity was observed in *Bacillus subtilis*, *Pseudomonas putida*, and *Pseudomonas mendocina* (Richardson and Hadobas, 1997), and phosphotase activity was detected in *Klebsiella aerogenes* (Ohtake et al., 1996) and *P. fluorescens* (Lidbury et al., 2016). However, although *P. sonchi* SBR5 possesses some of those PS-related enzymes, upregulation of their respective genes was not observed in the differential gene expression analysis under PS conditions (Tables 1, 2). This could be because the phosphate sources utilized in SPi (NaH_2_PO_4_) and IPi (hydroxyapatite) conditions were not from an organic origin. However, an inspection of the complete genome sequence of SBR5 (Brito et al., 2015) allowed the detection of some candidate genes coding for enzymes that promote organic PS and enzymes related to P metabolism, e.g., an alkaline phosphatase (P.riograndensis_final_731) and a phytase (P.riograndensis_final_2549). 

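The candidate genes for phosphatase and phytase activity were not higher in the IPi library. P.riograndensis_final_731, annotated as an alkaline phosphatase-like protein (positions 842383 to 843054), had 203 reads in SPi and 167 in IPi and a log2 ratio of -0.74 (95% interval -1.04 to -0.44). P.riograndensis_final_2549, the gene the paper names as a phytase (positions 3161939 to 3162955), is annotated in the deposited table as glucose-inhibited division protein A. It had 17 reads in SPi and 10 in IPi, a log2 ratio of -1.22 (95% interval -2.51 to -0.01), with a mean normalized count of 14.2.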

The Pst phosphate-specific transport system is a major phosphate transport system characterized in *B. subtilis* (Qi et al., 1997). The *pst* operon of *B. subtilis* is composed of *pstS*, *pstC*, *pstA*, *pstB1*, and *pstB2* genes. PstS is a binding protein, PstC and PstA are two integral inner membrane proteins, and PstB1 and PstB2 are ATP-binding proteins (Qi et al., 1997; Atalla and Schumann, 2003). Those genes were found in the genome of *P. sonchi* SBR5 (P.riograndensis_final_3645-3648) and were expressed at low levels in our previous RNAseq study, in which no phosphate depletion treatment was applied (Brito et al., 2017a). Here, the gene *pstS* was downregulated in IPi condition (Table 2) as confirmed by *gfpUV* expression analysis, in which *pstS* promoter-driven expression reduced GfpUV fluorescence in comparison with SPi condition (Figure 4). 

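The genes of the transporter beside pstS had log2 ratios below 0 at low counts, and none of them was called. The gene pstB2 (P.riograndensis_final_3645) had a log2 ratio of -1.66 (95% interval -2.44 to -0.93) at 53 reads in SPi and 23 in IPi. The permease genes yqgI (P.riograndensis_final_3646) and yqgH (P.riograndensis_final_3647) had log2 ratios of -1.91 (95% interval -3.05 to -0.87) and -3.78 (95% interval -5.72 to -2.31), with mean normalized counts of 22.3 and 25.1. Another phosphate uptake system, at P.riograndensis_final_5410 to P.riograndensis_final_5412, also had log2 ratios below 0. The phosphate-binding protein gene at P.riograndensis_final_5412 had 111 reads in SPi and 6 in IPi and was 25.4-fold lower (95% interval 11.3-fold to 70.8-fold). P.riograndensis_final_5410 and P.riograndensis_final_5411, permease genes of that system that were chosen after their values were seen, were 9.62-fold and 4.50-fold lower with 3 and 11 reads in IPi and were not called, with mean normalized counts under 30. The genes next to them, at P.riograndensis_final_5413 and P.riograndensis_final_5414, were 17.2-fold and 5.68-fold lower.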

Our orthophosphate quantification of IPi supernatants revealed P concentrations ∼10 times smaller than the Monod constant depicted in Supplementary Figure 2. This indicates that P is not promptly available for SBR5 cells in the first hours of growth (Figure 3B). Although *pst* P transport genes are stimulated upon P starvation, the underlying regulatory mechanism remains to be studied. Moreover, cultivation of SBR5 in low and high phosphate conditions (LPi and HPi media), together with phosphate quantification and qRT-PCR, revealed that phosphate starvation response of SBR5 could be mediated by a regulatory system. Some bacteria present a global regulatory mechanism of Pi management in a situation of Pi depletion that involves a two-component regulatory system and is named *pho* regulon (Santos-Beneit, 2015). The *pho* regulon is controlled by the two-component PhoP-PhoR signal transduction system (Shi and Hulett, 1999). Homologous genes are present in the genome sequence of *P. sonchi* SBR5 (P.riograndensis_final_2307-2308). Here, qRT-PCR showed that genes involved in the regulation of the *pho* regulon genes *phoU* and *phoH* (Santos-Beneit, 2015) were highly expressed in LPi condition (Figure 2). Phosphate depletion led to the expression of σ^*B*^-mediated general stress response genes in *B. subtilis* (Prágai and Harwood, 2002). *B. subtilis* responds to phosphate starvation stress by regulating genes encoding the phosphate starvation Pho proteins (Prágai et al., 2004). Genes classically associated with their regulation were targeted by qRT-PCR in the present study, being highly expressed by SBR5 cultivated in LPi condition. Among them are *pstS* and *pstB3* and the glycerophosphodiester phosphodiesterase gene *glpQ* (Figure 2), in which the product hydrolyzes deacylated phospholipids to alcohol and glycerol-3-phosphate, which is subsequently utilized in the cell (Jorge et al., 2017a). Finally, the fact that the concentration of orthophosphate in LPi medium dropped approximately 30% at 24 h indicates consumption of the low P available in Pi depletion condition (Figure 1B), which is in accordance with the high expression of high-affinity Pi uptake system *pst* genes (Figure 2).

Under IPi condition, several genes involved in thiamine biosynthesis were upregulated (Figure 9). Thiamine is indispensable for the activity of the carbohydrate and branched-chain amino acid metabolic enzymes (Du et al., 2011). TPP is the active form of this vitamin and functions as a cofactor of several important enzymes in carbohydrate and amino acid metabolism (Melnick et al., 2004). Biosynthesis of thiamine has been studied in several groups of PGPR, including *Azotobacter*, *Pseudomonas*, and *Azospirillum* (Palacios et al., 2014). As biotin, thiamine is part of the vitamin B group, which is suggested to improve the plant root colonization by PGPR (Palacios et al., 2014). Thiamine also acts as a cofactor of indolepyruvate decarboxylase, a synthesizing enzyme of principal plant hormone in PGPR indole-3-acetic acid (Schütz et al., 2003). In *E. coli*, thiamine precursors hydroxymethyl-pyrimidine diphosphate and hydroxyethyl-thiazole phosphate are utilized to synthetize TPP (Begley et al., 1999). Thiamine biosynthesis protein ThiC converts aminoimidazole ribotide to hydroxymethyl-pyrimidine phosphate, which is subsequently phosphorylated by the bifunctional hydroxymethyl-pyrimidine phosphate P kinase ThiD to yield hydroxymethyl-pyrimidine pyrophosphate. On the other hand, the thiazole moiety of thiamine is derived from tyrosine, cysteine, and 1-deoxy-D-xylulose-5-phosphate. In a yet unresolved chain of reactions featuring *thiF*, *thiS*, *thiG*, *thiH*, and *thiI* gene products, hydroxyethyl-thiazole phosphate is formed. Hydroxymethyl-pyrimidine pyrophosphate and hydroxyethyl-thiazole phosphate are joined by one enzymatic step mediated by the ThiE protein (Figure 9) (Lünse et al., 2014). 

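The gene thiI (P.riograndensis_final_5101), annotated as a probable tRNA sulfurtransferase, had 344 reads in SPi and 330 in IPi. Its log2 ratio was -0.52 (95% interval -0.74 to -0.30), within 2-fold. No feature of the deposited count table carries the gene name thiF or thiS, so no value is given for these genes.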

In the present study, among the mentioned thiamine biosynthesis genes, only *thiF*, *thiS*, and *thiI* were not detected in RNAseq analysis (Table 1). Moreover, although the production of thiamine by SBR5 was not measured, a TPP riboswitch was used to monitor intracellular TPP. As shown by Brito et al. (2017a), the 5′UTR of the phosphomethylpyrimidine synthase-encoding gene (P.riograndensis_final_150) contains the sequence of a TPP riboswitch that “switches off” gene expression in the presence of 5 μM thiamine. Here, *gfpUV* reporter gene expression was “switched off” in IPim condition, indicating thiamine biosynthesis by *P. sonchi* (Figure 8). These findings suggest that thiamine might be important for SBR5 to cope with low phosphate concentrations during growth in IPi condition.

**FIGURE 9:**
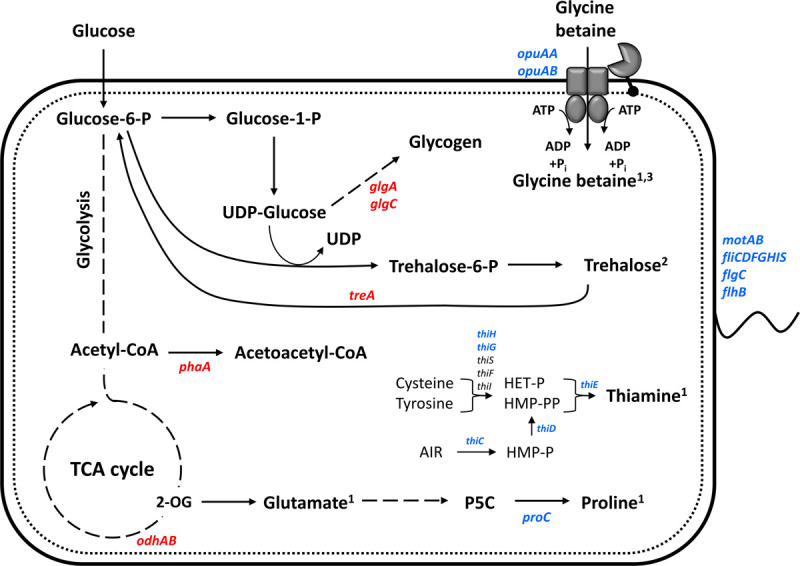
Schematic representation of physiological and gene expression differences between *P. riograndensis* SBR5 grown with IPi and SPi. Genes showing higher RNA levels during growth with IPi as compared with SPi are depicted in blue, whereas those with reduced RNA levels in red. RNAseq together with the physiological analyses of the present study indicates that proline is produced and glycine betaine produced and accumulated, and trehalose is accumulated inside the cell for osmoprotection. Thiamine biosynthesis is activated in insoluble phosphate condition. Continuous lines: one-step processes; dashed lines: processes with more than one-step. ^1^Produced component; ^2^putatively accumulated component; ^3^imported component.

SBR5 acidifies the IPi medium, whereas it maintains the medium pH near neutral under SPi condition (Supplementary Figure 1), which was expected because acidification typically is the main PS mechanism of PSB (Chen et al., 2006; Marra et al., 2015). The decrease of pH as a mechanism to perform PS has been reported in fungi (Whitelaw, 2000), and it is mostly related to the production of organic acids, as in *Aspergillus* and *Penicillium* (Li et al., 2016). Organic acid release is classically related to PS in bacteria (Illmer and Schinner, 1992). Production of oxalate and malate, which were previously related to PS in *Pseudomonas* (Vyas and Gulati, 2009), was not observed in SBR5. In the PGPR *Burkholderia multivorans*, the expression of genes related to carbon metabolism, including genes encoding for sugar ABC transporters and 2-OGDH, was upregulated when P was depleted in the medium (Zeng et al., 2017). The switch of carbon metabolism pathways is closely related to the depletion of available soluble phosphate (Thomas et al., 2012). Here, downregulation of 2-OGDH genes *odhA* and *odhB* was observed during the growth of SBR5 in IPi condition (Table 2), which was confirmed by reporter gene fusion analysis (Figure 4C). 2-OGDH is a key enzyme that catalyzes the step in TCA cycle in which oxoglutarate is converted to succinyl-CoA (Nguyen et al., 2015). Thereby, it is suggested that the metabolic flux toward the TCA cycle is reduced when SBR5 is cultivated in a medium with IPi, which leads to a general decrease of accumulation of TCA metabolites, e.g., oxoglutarate and succinate (Figures 5A, 7A). Low production of oxoglutarate in contrast to high production of gluconate was also observed in soil bacterial isolates that perform PS (Mardad et al., 2013). Succinate is a product of a step in the TCA cycle that follows the reaction catalyzed by 2-OGDH, and it is also one of the major organic acids present in root exudates of plants in the rhizosphere. Repression of glucose utilization by succinate is termed as succinate-mediated catabolite repression (Bringhurst and Gage, 2002). Divya et al. (2011) showed that succinate and malate individually and as mixtures repressed gluconate production and PS in *Pseudomonas aeruginosa*. It is also a component that represses PS phenotype in *Klebsiella pneumoniae* (Rajput et al., 2013, 2015). Based on that and our findings, the reduction of the metabolic flux toward the TCA cycle might be one strategy utilized by SBR5 to perform PS.

In RNAseq cultivation, the total concentration of analyzed organic acids at the end of SBR5 growth in IPi condition was 15% higher than in SPi (Figure 5A). This is in accordance with our observation regarding the acidification of the growth medium in the IPi condition (Supplementary Figure 1). Gluconate and acetate, known as active agents in PS, were highly produced in IPi condition (Figure 5A). Gluconate is produced by the majority of the PSB, being often the most quantitatively produced organic acid for PS ends (Yi et al., 2008; Vyas and Gulati, 2009; Shahid and Hameed, 2012; Marra et al., 2015). The production of acetate by PSB isolates to perform PS has also been reported (Mardad et al., 2013). The gene encoding the enzyme glucose dehydrogenase is present in the genome of *P. sonchi* SBR5 (P.riograndensis_final_6601). Glucose dehydrogenase oxidizes glucose to convert it to gluconate (Werra et al., 2009). There is a high conservation of this gene in *Paenibacillus* species (Xie et al., 2016). Although gluconate is accumulated in IPi condition, P.riograndensis_final_6601 was slightly transcribed in landscape transcriptome of SBR5 (Brito et al., 2017a) and not detected in our RNAseq analysis. 

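P.riograndensis_final_6601 had reads in both libraries, and whether its counting interval held a ratio of 1 depended on the scaling. It lies from position 7816894 to 7818321 and is annotated in the deposited table as a hypothetical protein. It had 90 reads in SPi and 153 in IPi, or normalized counts of 106 and 131, and a log2 ratio of 0.31 (95% interval -0.08 to 0.70). Scaling by total counts or by the upper quartile moves log2 ratios up by 0.21 or 0.083. Either places the lower end of this interval above 0, the upper quartile only barely. Another gene of glucose oxidation, P.riograndensis_final_1487, annotated as a putative quinoprotein glucose dehydrogenase, was 5.26-fold lower in IPi with 176 reads in SPi and 46 in IPi (log2 ratio -2.39, 95% interval -2.90 to -1.92).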

Phosphotransacetylase and acetate kinase are enzymes involved in the reversible interconversion of acetyl-CoA to acetate (Wendisch et al., 1997). 

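The genes of the pathway between acetyl-CoA and acetate had nearly equal values in both libraries. The acetate kinase gene ackA (P.riograndensis_final_4369) had 1572 reads in SPi and 2352 in IPi and a log2 ratio of 0.12 (95% interval 0.03 to 0.22). P.riograndensis_final_3937, the phosphotransacetylase gene of the paper, is annotated in the deposited table as propanediol utilization protein PduL and had 2209 reads in SPi and 3400 in IPi, with a log2 ratio of 0.16 (95% interval 0.09 to 0.24). Of 16 genes of acetate and gluconate metabolism, 1 was called lower and none was called higher, and their median log2 ratio of -0.19 lay inside the range of the random lists, with a value of 0.02 under scaling by total counts. Among 17 glycolysis genes none was called in either direction, at a median log2 ratio of -0.33, and the pyruvate kinase gene pyk had a log2 ratio of 0.08.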

The genes P.riograndensis_final_3937 and P.riograndensis_final_4369 (coding for phosphotransacetylase and acetate kinase, respectively) were not differentially expressed, but their transcript abundances were considered intermediate to high in landscape transcriptome analysis (Brito et al., 2017a). In *Sinorhizobium meliloti*, the genes encoding phosphotransacetylase and acetate kinase are induced by phosphate deficiency and controlled by the *pho* regulon (Summers et al., 1999).

The expression of flagellin protein-encoding gene (P.riograndensis_final_6164), FliS (P.riograndensis_final_6161), flagellar capping protein (P.riograndensis_final_6162), hypothetical protein similar to FlaG (P.riograndensis_final_6163), *motAB* genes, FlgC-encoding gene (P.riograndensis_final_4022), flagellar biosynthetic protein FlhB-encoding gene, and genes *fliFGHI* were upregulated under IPi condition (Table 1). 

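Of 25 flagellar genes, 12 were called higher in the IPi library and none was called lower, and the ratio was above 0 for 22 of them. The median log2 ratio was 1.68, or 3.21-fold, above the medians of the random lists. Without the 11 members that are in Table 1, the median was 1.25. The lowest ratio belonged to P.riograndensis_final_6166, for the flagellar assembly protein FliW, with a log2 ratio of -0.22 (95% interval -0.49 to 0.05). Of 21 chemotaxis genes, 5 were called higher and none was called lower, with a median log2 ratio of 1.04, above the central 95% of random lists. The highest of them, P.riograndensis_final_3685, encodes a methyl-accepting chemotaxis protein and was 11.2-fold higher with 6 reads in SPi and 92 in IPi (95% interval 4.94-fold to 31.2-fold). The lowest among members with a mean normalized count over 30, P.riograndensis_final_6277, another receptor gene, had a log2 ratio of -0.89.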

Flagella biosynthesis is energy-intensive, and flagella genes are typically expressed from strong promoters. Besides, flagellin proteins are translated from near-consensus RBS (Guttenplan and Kearns, 2013), which is also true for SBR5, where the RBS sequence 5′GGGGAGG assigned to the flagellin gene P.riograndensis_final_6164 is similar to the consensus RBS sequence 5′aGGaGg (Brito et al., 2017a). However, no difference in swimming of SBR5 was detected between SPi and IPi soft agar media (0.2% agar, data not shown). Nevertheless, the acidification of media causes the cells to change the flagella morphology immediately in *E. coli*. When the bacteria were grown at pH 6 or 8, shorter and thinner forms of flagella were produced (Chang et al., 2013). Hence, this indicates that the upregulation of several flagellation-related genes in IPi condition might be due to the change of pH that occurs in this condition.

Another effect observed in our work was the increase in cell osmolality caused by the IPi medium, which led to the change of compatible solutes dynamics in SBR5 cells to induce osmoadaptation (Figure 6). The osmolality of the rhizosphere is likely to exceed that of bulk soil water as a result of the exclusion of salts such as NaCl from root tissue, the exudation of low molecular weight organic acids, and the secretion of mucilage by roots and bacteria (Miller and Wood, 1996). As the activities of roots and rhizobacteria modify the osmolality of the rhizosphere, osmoadaptive mechanisms will likely influence both the survival of rhizosphere bacteria and their interactions with plant roots. The study of osmoadaptation by rhizosphere bacteria has been limited to a small number of genera. In most cases, these bacteria have been examined because of interest in their interactions with plants rather than their degree of salt tolerance (Miller and Wood, 1996). Soil variables that influence the osmotic properties of the rhizosphere include its clay content and texture, its water content, and the nature and concentration of solutes in the soil water (Gregory, 1988). The osmolality of typical soil water has been estimated as less than 50 mOsm kg^–1^ (Gregory, 1988). Here, the cultivation of SBR5 in IPi condition led to an osmolality as high as 600 mOsm kg^–1^ (Figure 6B). This could be due to the increase of organic acid excretion in this condition, which was 15% higher than in SPi (Figure 5A). The increase in osmolality caused SBR5 cells to use osmoregulatory mechanisms such as production, uptake, and accumulation of compatible solutes (Figure 9). Proline and glycine betaine are among the principal compatible solutes accumulated as an osmotic response in bacteria (Sleator and Hill, 2002). The accumulation of the osmoprotectant glycine betaine from exogenous sources provides a high degree of osmotic tolerance to *B. subtilis* (Kappes et al., 1996). Proline was secreted by SBR5 to higher concentrations under IPi as compared with SPi condition (Figures 5B, 7A). Accordingly, there was upregulation of the gene P.riograndensis_final_4130 (*proC*) encoding pyrroline-5-carboxylate reductase (Table 1), which is the enzyme catalyzing the last step in the proline production pathway in *Corynebacterium glutamicum* (Jensen et al., 2015). 

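No other gene of proline and glutamate synthesis was called. P.riograndensis_final_1282, also annotated as a pyrroline-5-carboxylate reductase and chosen after its values were seen, had 4 reads in SPi and 14 in IPi and a log2 ratio of 1.35 (95% interval -0.32 to 3.41). P.riograndensis_final_4366, with the same annotation, had 1157 reads in SPi and 707 in IPi and a log2 ratio of -1.17 (95% interval -1.31 to -1.03). P.riograndensis_final_5191, a putative pyrroline-5-carboxylate reductase chosen after its values were seen, had a log2 ratio of -0.16, which is 0.05 under scaling by total counts. Of 10 genes of proline and glutamate synthesis, 1 was called higher and none was called lower, and their median log2 ratio was -0.27, at percentile 26.0 of the random lists.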

Another evidence is the downregulation of the 2-OGDH complex genes *odhAB*, which could have caused a change in the metabolic flux from the TCA cycle intermediate 2-oxoglutarate to proline (Figure 9). The metabolic pull of oxoglutarate toward glutamate and proline biosynthesis may explain the reduced oxoglutarate concentration and the increased glutamate and proline concentrations in supernatants of IPi cultures in comparison with SPi (Figures 7A,B). Three lines of evidence showed intracellular accumulation of glycine betaine under IPi condition: *opuAA* and *opuAB* RNA levels were increased (Table 1), GfpUV reporter gene expression driven by *opuAA* promoter increased (Figures 4D,E), as did the intracellular glycine betaine concentration (Figure 6F). 

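All 3 genes of compatible solute uptake that the annotation names were higher in the IPi library. Their median log2 ratio was 4.54, or 23.2-fold, above the central 95% of random lists, and all 3 are in Table 1, so the list adds no evidence independent of the study. From the RNA levels of opuAA and opuAB, the reporter gene expression and the intracellular glycine betaine concentration, the paper concludes that glycine betaine accumulated in the cells under IPi condition.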

Lastly, trehalose was accumulated in SBR5 cells in IPi condition (Figure 6D). Accordingly, the reduced expression of *treA*, *glgA*, and *glgC* genes was observed. Trehalose is degraded by trehalase TreA, whereas GlgC and GlgA synthesize glycogen, a pathway competing for UDP-glucose with trehalose synthesis (Purvis et al., 2005). Thus, the changed medium and inner cell osmolality under IPi condition were counteracted by the secretion of proline and glutamate and the accumulation of glycine betaine and trehalose.

Taken together, our differential gene expression study revealed an extraordinarily complex transcriptional response of *P. sonchi* SBR5 to two distinct P sources, soluble and insoluble. On the one hand, *P. sonchi* SBR5 changes its carbon metabolism characteristics in the presence of insoluble phosphate by the reduction of the metabolic flux toward the TCA cycle. On the other hand, a drastic change in cell osmolality was detected, triggering osmoprotection mechanisms (Figure 9). We showed that the production of organic acids might be the most important strategy utilized by SBR5 to perform PS. The findings of our study will help us understand the mechanisms of insoluble phosphate-derived gene regulation and physiological activities by *P. sonchi* SBR5, providing the first step in the elucidation of the PS process in this organism, which could further improve the scope of its application as a crop inoculant.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE154303.

## Author Contributions

LB, MGL, and LS carried out the experimental procedures. LB analyzed the data of the present study. LB prepared a draft of the manuscript. LB, LP, and VW finalized the manuscript. VW coordinated the study. All the authors read and approved the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Inorganic Phosphate Solubilization by Rhizosphere Bacterium Paenibacillus sonchi: Gene Expression and Physiological Functions
**Source:** Front Microbiol. 2020 Dec 14;11:588605. doi: 10.3389/fmicb.2020.588605
**Supplement:** Supplementary file 1

**SUPPLEMENTARY MATERIAL**

**Inorganic phosphate solubilization by rhizosphere bacterium** ***Paenibacillus sonchi*: gene expression and physiological functions**

Luciana F. Brito^1#^, Marina Gil López^1#^, Lucas Straube^1^, Luciane M. P. Passaglia^2^ & Volker F. Wendisch^1*^

**Table S1. Strains, plasmid DNA and oligonucleotides sequences used in the present study for molecular cloning, plasmid constructions and strain development.** Overlaps are in bold.

| **Bacterial Strain** | **Characteristics** | **Source** |
| --- | --- | --- |
| *Escherichia coli* | Wild-type, DH5α | Hanahan (1983) |
| *P. sonchi* | Wild-type, SBR5 | UFRGS |
| *P. sonchi* | SBR5(P2pyk-*gfpUV*), CmR, KmR; pNW33N-based, *pyk* gene promoter (amplified from SBR5 genome) upstream *gfpUV* gene | Brito et al., (2017) |
| *P. sonchi* | SBR5(P2pyk_RthiC-*gfpUV*), CmR, KmR; pNW33N-based, *pyk* gene promoter with 5'UTR of *thiC* gene (both amplified from SBR5 genome) upstream *gfpUV* gene | Brito et al., (2017) |
| **Plasmid DNA** | **Characteristics** | **Source** |
| pNW33NKan (WT) | CmR, KmR; pNW33N derivative | Irla et al., (2016) |
| P2odHA-*gfpUV* | CmR, KmR; pNW33NKan plasmid with *odhA* gene promoter (amplified from SBR5 genome) upstream *gfpUV* gene | This work |
| P2pstS-*gfpUV* | CmR, KmR; pNW33NKan plasmid with *pstS* gene promoter (amplified from SBR5 genome) upstream *gfpUV* gene | This work |
| P2opuAA-*gfpUV* | CmR, KmR; pNW33NKan plasmid with *opuAA* gene promoter (amplified from SBR5 genome) upstream *gfpUV* gene | This work |
| P2pstS-*gfpUV*_opuAA-*crimson* | CmR, KmR; pNW33NKan plasmid with *pstS* gene promoter (amplified from SBR5 genome) upstream *gfpUV* gene and *opuAA* gene promoter (amplified from SBR5T genome) upstream *crimson* gene | This work |
| **Oligonucleotide** | **Sequence (5'-3')** | **Comment** |
| odhAfw | **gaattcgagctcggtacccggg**aatacacccattctaaatccagatcacccg | Amplifies *odhA* promoter; overlaps with pNW33N BamHI site |
| odhArv | **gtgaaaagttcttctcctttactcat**gaatacatcctcctaacggatgaactcc | Amplifies *odhA* promoter; overlaps with *gfpUV* |
| gfp1fw | **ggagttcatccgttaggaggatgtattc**atgagtaaaggagaagaacttttcac | Amplifies *gfpUV*; overlaps with *odhA* promoter |
| gfp1rv | **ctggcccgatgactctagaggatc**ttatttgtagagctcatccatgcc | Amplifies *gfpUV*; overlaps with pNW33N BamHI site |
| pstSfw | **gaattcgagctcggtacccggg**tatatttttcaattagcactacaatttg | Amplifies *pstS* promoter; overlaps with pNW33N BamHI site |
| pstSrv | **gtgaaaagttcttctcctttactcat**ttttttgtctcctcctgagtgttttg | Amplifies *pstS* promoter; overlaps with *gfpUV* |
| gfp2fw | **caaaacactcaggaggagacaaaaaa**atgagtaaaggagaagaacttttcac | Amplifies *gfpUV*; overlaps with *pstS* promoter |
| gfp2rv | **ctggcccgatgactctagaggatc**ttatttgtagagctcatccatgcc | Amplifies *gfpUV*; overlaps with pNW33N BamHI site |
| opuAA1fw | **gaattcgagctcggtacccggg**cgctcccgggctttgctaattctctcaac | Amplifies *opuAA* promoter; overlaps with pNW33N BamHI site |
| opuAA1rv | **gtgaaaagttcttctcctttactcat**ggtgacctccttcttccgtatagc | Amplifies *opuAA* promoter; overlaps with *gfpUV* |
| gfp3fw | **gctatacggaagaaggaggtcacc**atgagtaaaggagaagaacttttcac | Amplifies *gfpUV*; overlaps with *pstS* promoter |
| gfp3rv | **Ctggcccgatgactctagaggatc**ttatttgtagagctcatccatgcc | Amplifies *gfpUV*; overlaps with pNW33N BamHI site |
| opuAA2fw | **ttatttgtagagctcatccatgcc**cgctcccgggctttgctaattctctcaac | Amplifies *opuAA* promoter; overlaps with *gfpUV* end of P2pstS-*gfpUV* backbone |
| opuAA2rv | **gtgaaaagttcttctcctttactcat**ggtgacctccttcttccgtatagc | Amplifies *opuAA* promoter; overlaps with *crimson* |
| crimfw | **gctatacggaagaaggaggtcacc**atggatagcactgagaacgtcatcaag | Amplifies *crimson*; overlaps with *opuAA* promoter |
| Crimrv | **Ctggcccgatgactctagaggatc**ctactggaacaggtggtggc | Amplifies *crimson*; overlaps with pNW33N BamHI site |
| colpNW33fw | Cccgttctctctgattgtgaaattg | Oligonucleotides utilized for colony PCR |
| colpNW33gfprv | Gtagagctcatccatgccatgtgtaatccc | Oligonucleotides utilized for colony PCR |

**Table S2. Oligonucleotide sequences (5’-3’) used for amplification of gene fragments of *P. sonchi* SBR5 in qRT-PCR.**

| **Gene identity** | **Forward** | **Reverse** | **Gene product length [bp]** |
| --- | --- | --- | --- |
| P.riograndensis_final_1896 | gctgagctgatgggtgaatg | tatccgggatgctctccttg | 229 |
| P.riograndensis_final_1897 | tcgtctatgcgcttggatcg | aagtgaacgtccgctgatcg | 179 |
| P.riograndensis_final_1898 | ccgccagcaaagcctatctc | gctacatcatcgcccagctc | 154 |
| *yusV* | gcatcaaggctggctgaagg | agataggtggtcggctcgtc | 198 |
| P.riograndensis_final_1900 | agcgggtcaaggccagaatc | ccgccacaagggttctttgc | 243 |
| *odhB* | tgccgtgtctgccaaggaag | atgccgagaatgccgacctg | 231 |
| *odhA* | ggcacaccgatccggttaag | cgggtgcgaacacgttgtag | 208 |
| P.riograndensis_final_5412 | atcggatgccagcattgtag | aatgtagccgatggcgttag | 181 |
| P.riograndensis_final_5413 | gaactgaacgacagcaaagg | ccgtctgcattccaatgaag | 242 |
| P.riograndensis_final_5640 | gtgtggcaaagtccctgaac | caaacatccagtgcggtgtc | 210 |
| P.riograndensis_final_5641 | cctattggatcggcaagtgg | ccggtgtcactgtattctgg | 198 |
| P.riograndensis_final_6162 | gcggtgtatgacactgcttc | tagcgcccttcaaggagatg | 214 |
| P.riograndensis_final_6163 | tgctgcagtacagggagttg | tccttgcactgcccgaattg | 157 |
| P.riograndensis_final_6164 | cgagcaagcacaacgtaatg | tatttgcacccgctgtgatg | 245 |
| *pstB3* | aagtgggcatggtgtttcag | gcacgggcaatacaaagacg | 226 |
| *phoU* | cctgcgccgcattattgttg | cggtattctcgtccagatag | 200 |
| *pstS* | atatcgggaactccgatgtg | taccgccaacctctttccag | 204 |
| *phoH* | aagcgggacatcgtcttcgg | tagagcggacggagatatgg | 200 |
| *glpQ* | ggctgcggctgaacattgag | gatcaccggatctggagtcg | 201 |
| Reference control (16S)* | cacgtgtagcggtgaaatgc | acttcggcaccaagggtatc | 184 |

* Oligonucleotide sequences designed by (Sperb et al., 2016).

**Table S3.** Sequencing and mapping features of cDNA libraries of *P. sonchi* SBR5.

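Table S3 counts reads at the stages of sequencing, trimming and mapping, whereas the deposited count table assigns reads to coding sequences. The deposited sums, 4018142.5 reads for SPi and 4776005 for IPi, exceed the mapped reads, which this difference of stage alone does not explain. The median count per coding sequence was 83 reads in the SPi library and 119 reads in the IPi library. The 10 coding sequences with the most reads held 22.9% of the SPi counts and 14.4% of the IPi counts. P.riograndensis_final_6182, annotated as a conserved hypothetical membrane protein, had 561945 reads in SPi and 365895 in IPi, a log2 ratio of -1.08. Of these 10, only the elongation factor gene fusA and the RNA polymerase gene rpoC had log2 ratios above 0, at 0.30 and 0.20. The elongation factor gene tuf1 was at -0.31, and the lowest were sodA at -2.61 and pdhD at -1.67.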

|  | **IPi** | **SPi** |
| --- | --- | --- |
| Total reads | 2,773,600 | 2,729,614 |
| Reads after trimming | 2,665,163 | 2,631,198 |
| Mapped reads | 2,611,860 | 2,596,992 |

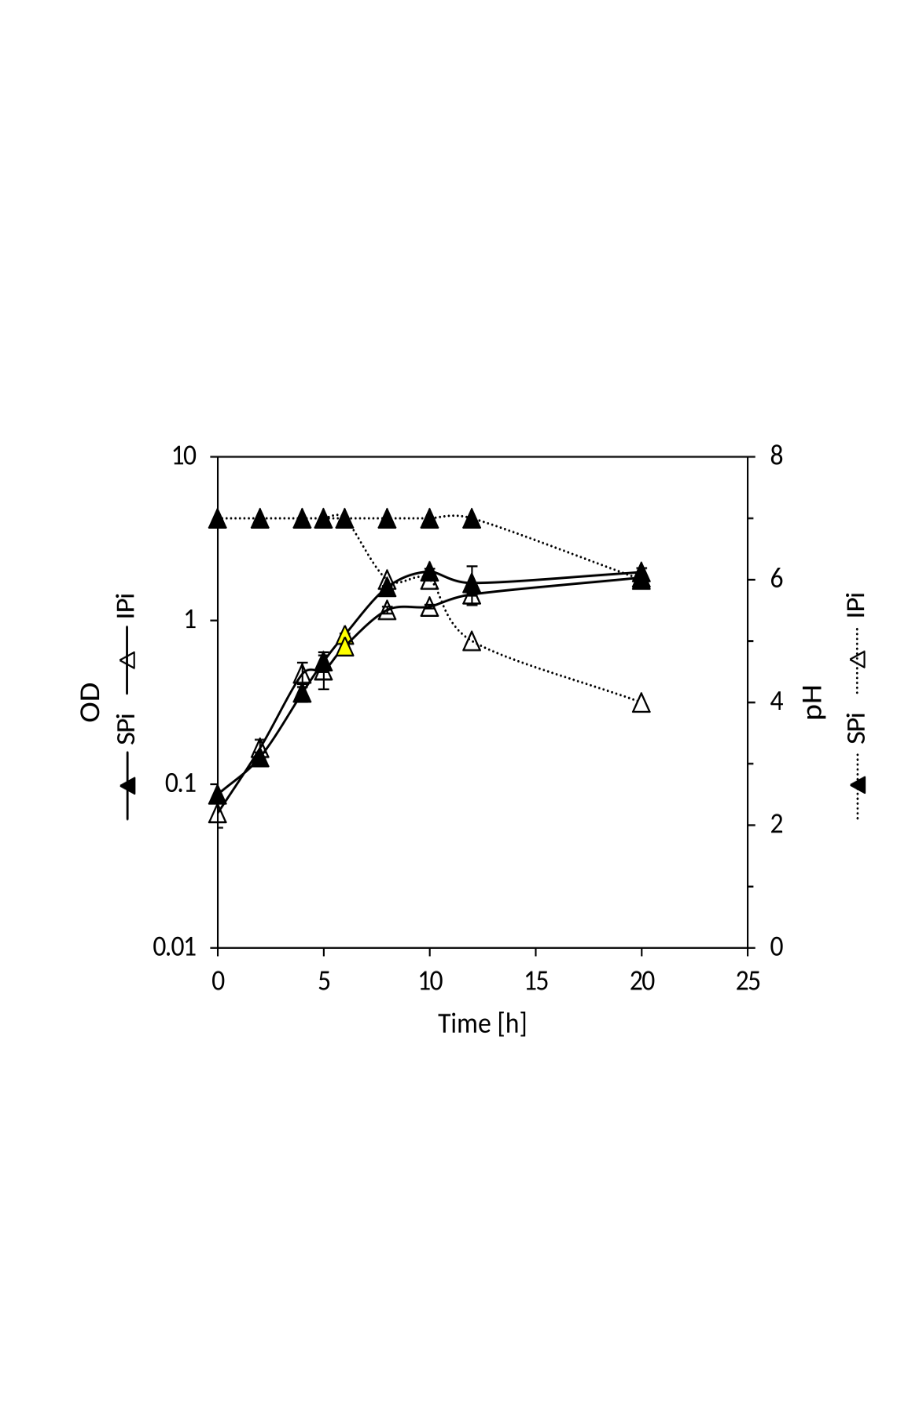

**Figure S1.** **Growth (optical density at 600 nm- OD) and pH values in culture broth during cultivation of *P. sonchi* SBR5 with IPi or SPi.** Pikovskaya broth (Pikovskaya, 1948) was used for growth with IPi, and Pikovskaya broth with phosphate source replaced by NaH_2_PO_4_ for growth with SPI. Data are given as means and standard deviations of biological triplicates. Yellow symbols indicate sampling for RNA isolation.

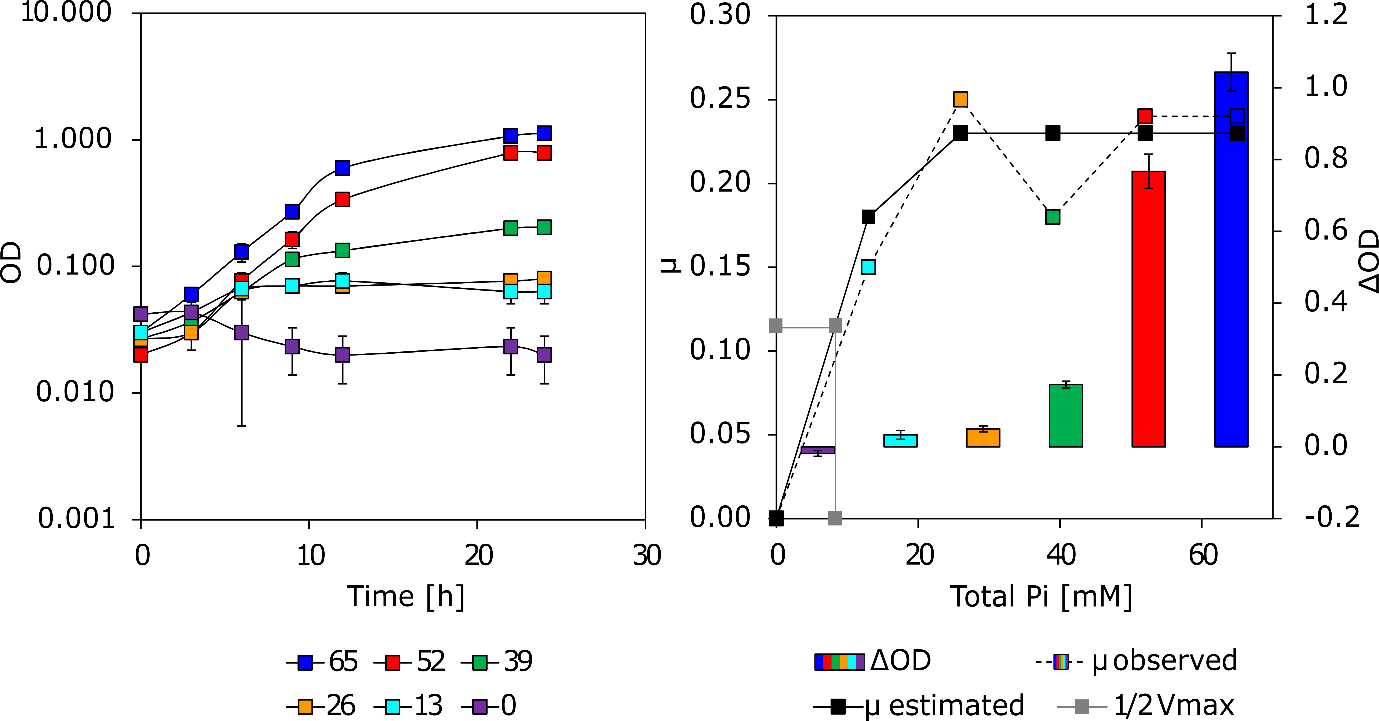

**Figure S2. Growth of *P. sonchi* in CGXII medium with six different concentrations (0, 13, 26, 39, 52 or 65 mM) of inorganic phosphate (left chart) and growth rates and final biomass concentrations (delta optical density at 600 nm- ΔOD) as function of the concentration of inorganic phosphate (right chart).** Data given as means and standard deviations of technical triplicates.

**
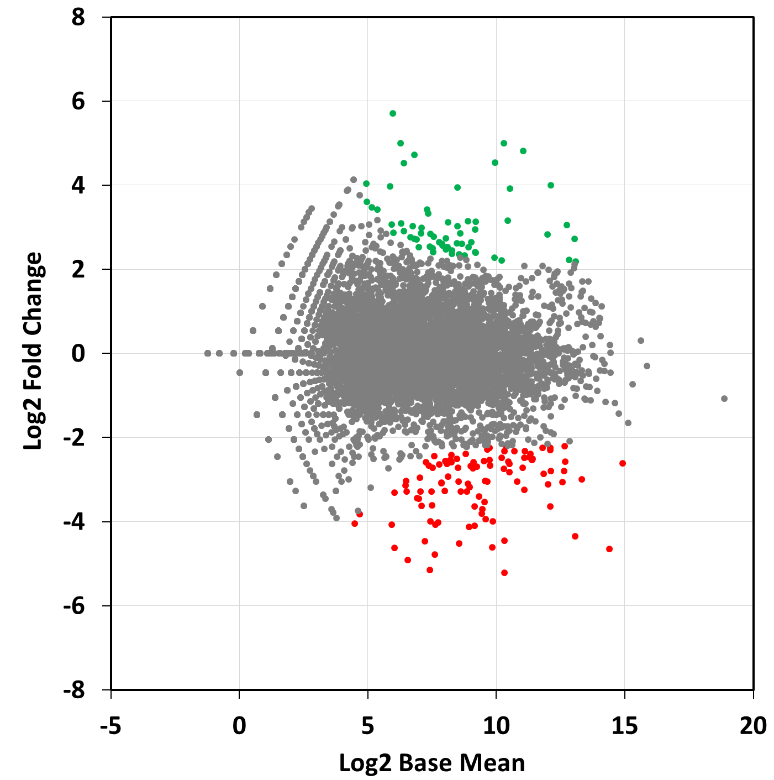
**

**Figure S3. Mean average plot of *P. sonchi* differential gene expression between cultivation in IPi and SPi.** Dots represent significantly upregulated (green) and downregulated (red) genes (*p* < 0.05) or not differentially expressed genes (grey).

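The mean average plot sets the log2 ratio of each gene against its mean expression over both libraries. In the deposited counts, the middle 50% of genes with a mean normalized count over 30 had log2 ratios from -0.57 to 0.57. For 1666 of these genes the counting interval lay wholly above 0 and for 1755 wholly below 0, since counting error is small at high counts. In the authors' deposited table, p-values reached 0.0494 at most, and the lowest adjusted p-value was 0.249. Its base means started at 15.4, and 162 genes had a base mean over 30 and 6 did not.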

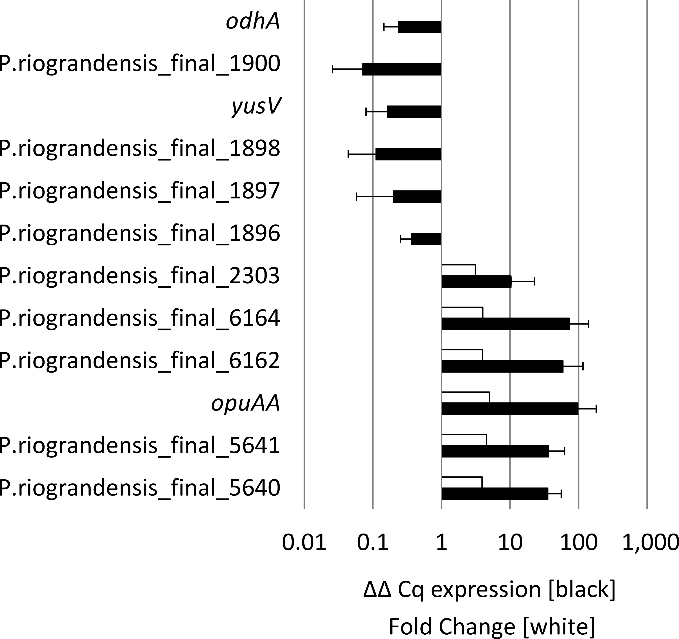

**Figure S4. Comparison of gene expression analysis by RNAseq (white columns) and qRT-PCR (black columns).** Mean ΔΔCq expression determined by qRT-PCR is given as means and standard deviations of triplicate cultivations. RNAseq data were taken from Tables 1 and 2 (fold change in gene expression of *P.sonchi* for growth with IPi as compared to SPi).

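Table S2 names oligonucleotides for 15 genes of Tables 1 and 2. Among them is pstS, which the paper selected for its phosphate starvation cultures. The paper reports fewer genes than these 15 for the qRT-PCR check of the RNAseq results. In the counts, 5 of the 15 genes were called higher in the IPi library, with log2 ratios from 3.89 to 5.70. The other 10 were called lower, with log2 ratios from -5.17 to -3.00. The fewest reads that any of the 15 genes had in a library was 2.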

**References**

Pikovskaya, R.I. (1948). Mobilization of phosphorus in soil in connection with the vital activity of some microbial species. *Microbiologiya* 17**,** 362-370.

Sperb, E.R., Tadra-Sfeir, M.Z., Sperotto, R.A., Fernandes G.C., Pedrosa, F.O., De Souza, E.M., and Passaglia, L.M. (2016). Iron deficiency resistance mechanisms enlightened by gene expression analysis in *Paenibacillus riograndensis* SBR5. *Res Microbiol* 167**,** 501-509.

How the deposited data were processed for this re-analysis (not part of the article)

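Total RNA of *P. sonchi* SBR5 was sequenced from cultures with hydroxyapatite (IPi) or NaH2PO4 (SPi) as phosphate source. RNA of 3 cultures per condition was pooled in equal parts into 1 library, so the comparison holds 2 libraries and no replicates. The paper describes trimming with Trimmomatic, mapping to the SBR5 genome with Bowtie, and counting and testing in ReadXplorer with DESeq. The submitters' processing notes name Bowtie and DESeq without versions. The libraries in the deposited count table are named by a single letter that differs between them, s or i, which was read as soluble or insoluble.

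The authors deposited estimated counts per coding sequence, of which 369 in SPi and 440 in IPi are not whole. The authors also deposited RPKM, which divides these counts by effective length and library total, and a TPM signal, which was used only as an alternative unit. A further deposited table holds the authors' DESeq comparison for the genes of Tables 1 and 2, with base means, fold changes and other scores and with p-values. The authors' values in that table were used only to find which locus a gene of Tables 1 and 2 stands for and to describe the table. A deposited sheet of counting parameters states that reads were counted on the strand of the feature and that reads mapped to several places were included. No reference genome was used here. Gene names, products and positions are those of the deposited table, whose only sequence is the SBR5 chromosome, and P.riograndensis_final stands before the number of a feature without a gene name, called locus in the figures.

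Counts were rounded to whole numbers, and a coding sequence missing from a library's rows was taken as 0 reads. All features are coding sequences. Counts were divided by median-of-ratios size factors over features with reads in both libraries. Intervals are exact Clopper-Pearson 95% intervals of the IPi share of a gene's reads, turned into ratios. They cover counting error only, and they are too narrow if the 2 reads of a pair were counted separately, as the mostly even low counts leave possible. The precision follows from the depth, 4018142.5 reads in SPi and 4776005 in IPi. A count of 0 was set to 3 counts, or normalized counts of 3.52 in SPi and 2.56 in IPi. No ratio was given where a gene had 0 reads in 1 library and at most 3 in the other. No p-value was computed, since genes are not replicates. The calls used a mean normalized count over 30, the base mean minimum of the paper, and a ratio of at least 4.

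Before the data were examined, 20 gene lists, the rule for named genes and all alternatives except those marked as added were fixed. The lists are those for flagellar genes, chemotaxis, thiamine biosynthesis, compatible solute uptake, proline and glutamate synthesis, trehalose and glycogen, the TCA cycle, glycolysis, acetate and gluconate, phosphate starvation, iron and siderophore uptake, FeS cluster assembly, oxidative stress, sporulation, ribosomal proteins, ATP synthase, nitrogen fixation, heat shock, non-ribosomal peptides and polyketides, and glycerol and lipid phosphates. The named genes are those the paper names, the 15 genes with the largest ratio in each direction past the thresholds, the highest and lowest member of each list with a mean normalized count over 30, and the 10 features with the most reads. Values in Tables 1 and 2 had been seen when this rule was written and the lists were chosen. The flagellar, chemotaxis, thiamine, compatible solute, proline, and trehalose and glycogen lists were chosen because those tables hold some of their members. The same holds for the TCA cycle, phosphate, iron, FeS and non-ribosomal peptide lists. Random lists were drawn within 20 bins of mean normalized count, gene by gene and without regard to operons.

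The steps were tested on simulated counts for the comparison of IPi with SPi over 6626 features, with 200 genes changed by known folds. Of 50 genes changed 6-fold, 98.0% were called, of 50 changed 12-fold 94.0%, and of 50 changed 24-fold 100%. None of 50 genes changed 2-fold was called, and none of 4602 unchanged genes. The intervals held the true ratio of 96.4% of unchanged genes. The simulated counts varied by Poisson counting error only, without differences between cultures or libraries. They therefore check the steps and give no rate of false calls for the comparison of the conditions.

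The alternatives were scaling by total counts, by the upper quartile, by TMM and by total counts without the 10 features with the most reads, the authors' TPM, other minimum counts and fold thresholds, intervals wholly past 4-fold, a pseudocount of 0.5, lists without the genes of Tables 1 and 2, and other run lengths. Added after the data were seen were intervals from halved counts, halved library totals, and another choice of locus for gene names shared by several loci, for the overlap with Tables 1 and 2 and for the lists without their genes. The software was Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 for the TMM factors. The qRT-PCR, flow cytometry and metabolite measurements of the paper were not analysed here.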

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

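The tests of scaling, of the reading of the library names and of shared gene names were chosen after the results they concern had been seen.

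Signals in genes that the paper does not discuss led to the following values. The 4-fold rule called 68 genes higher and 61 genes lower at loci that the authors' deposited table does not list. Of the 61 loci, 4 share a gene name with a gene of Table 2 and match its values better than the locus listed, so they are not outside Table 2 in substance. The largest of these ratios belonged to P.riograndensis_final_5752, annotated as a PKS acyltransferase domain, at a log2 ratio of 3.18, and to P.riograndensis_final_3874, a hypothetical protein, at -3.24. Both loci were chosen after their values were seen. P.riograndensis_final_6182 held 14.0% of all SPi reads and 7.66% of all IPi reads. The 23 oxidative stress genes had a median log2 ratio of -0.52, at percentile 1.63 of random lists. Led by sodA and the ferritin Dps gene at P.riograndensis_final_2126, 4 of them were called lower and none higher. Without the 3 genes of Table 2, which were chosen for their difference, the median was -0.34 at percentile 10.6, inside the central 95%.

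The 38 ribosomal protein genes had a median log2 ratio of 1.33 in the IPi library, above the medians of the random lists, with 37 of 38 ratios above 0 and 6 called higher. The exception was P.riograndensis_final_6137, annotated as a sigma 54 modulation or 30S ribosomal protein, at a log2 ratio of -1.27. The lowest median over 5 other scalings was 1.27. These scalings move the median log2 ratio of genes with a mean normalized count over 30 by only -0.06 to 0.21. They could not have brought the ribosomal median to 0, so they do not exclude a larger error of scaling. The short length of these genes does not account for the higher ratios, since the median lay at percentile 100 of random lists matched on coding length. The higher ratios were not limited to 1 gene cluster, with a median of 0.82 over 14 clusters and 13 clusters above 0. The phosphate source, the growth stage of the pooled cultures and a difference between single libraries stay open as untested explanations.

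The 17 phosphate starvation genes had a median log2 ratio of -1.40, lower in the library with the insoluble phosphate source. Low counts do not account for this as a whole, since 12 of 17 genes had an interval from halved counts wholly below 0. The highest median over 5 other scalings was -1.19. These scalings could not have brought it to 0 either, so they do not exclude a larger error of scaling. A wrong reading of the library names is excluded for this comparison, because 100% of the genes of Tables 1 and 2 had the sign that the tables give. An exchange of samples before the authors' own tables were made would leave these values as they are, and the paper's reporter gene measurements of pstS run in the same direction. In the paper's qRT-PCR, pstS, pstB3 and phoU were raised in the earlier samples after transfer to a low phosphate medium, and lowered in the last. The paper expects that medium to resemble IPi in soluble phosphate. The lower values of these genes in the IPi library run opposite to that early rise. Orthophosphate in supernatants and cell lysates, which the paper measured, was not analysed here, so its relation to these genes stays open.

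In the authors' deposited table, 8 rows carry a gene name that several loci share. For 4 of these rows, amyD, treP, sufB and ampS, the base means fit another locus of the same name better than the locus listed, within 1.2-fold in both libraries. At the listed locus, amyD, treP and sufB depart from the counts by 28.2-fold, 3.07-fold and 100.3-fold, and ampS by 1.17-fold. Rows whose name belongs to 1 locus depart by at most 1.93-fold, and 5 of 160 by over 1.2-fold. These values fit a table in which values and annotation were joined by gene name.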

How the results depend on the processing

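Halved counts and the other choice of locus for shared names were chosen after the data were seen. No gene called in one direction was called in the other under any alternative for the counts of genes. This was certain in advance, since the alternatives change thresholds or shift ratios by far less than a change of direction needs. Against 132 genes higher and 156 lower, a minimum mean normalized count of 100 gave 78 higher, and no minimum gave 237 higher and 235 lower. A 3-fold threshold gave 267 and 252, and an 8-fold threshold 29 and 50. Intervals wholly past 4-fold left 63 higher, and intervals from halved counts left 40 higher and 99 lower, so counting error limits more of the higher calls than of the lower ones. The other scalings and the TPM gave 118 to 193 higher and 116 to 167 lower. Scaling by total counts moved the median log2 ratio of genes with a mean normalized count over 30 from -0.02 to 0.19 and the share of higher calls from 45.8% to 62.5%. Interval calls from halved counts had 28.8% higher.

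The 13 list medians outside the central 95% of random lists were also 13 under the other scalings, the TPM and a minimum of 30 reads. The other scalings move all ratios by the same amount, and the TPM by nearly the same amount. Lists and random lists move together, so this count could hardly change under them. Without the genes of Tables 1 and 2 at the listed loci, 8 were outside, while the compatible solute list had no gene left to compare. With the locus whose counts fit taken for shared names, chosen after the data were seen, 6 were outside. The trehalose and FeS lists then moved narrowly inside, at percentiles 2.58 and 2.76. In both cases the thiamine list turned from 2.36 to -0.52 because 7 of its 12 genes, chosen for their difference, were left out. The overlap with Tables 1 and 2 was 159 genes, and 75 at 8-fold. The 12 runs became 24 with at least 3 neighbours and 23 at 3-fold. Of 780 log2 ratios of named genes under the alternatives, 691 stayed within their counting interval. None of the called genes changed sign, which shifts as small as those of the alternatives could not have caused. The alternative with all feature types was not run because every feature is a coding sequence. No paired analysis was possible because each condition has 1 library.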

Differences from the paper's values

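The paper's numbers of mapped reads are 2596992 for SPi and 2611860 for IPi, and the deposited counts sum to 4018142.5 and 4776005. No alternative set before the data were examined concerns these sums. Halved sums, 2009071 for SPi and 2388003 for IPi, lie within 1.5 times of the paper's numbers, an alternative chosen after seeing the values.

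The paper's count of genes higher in IPi is 68, against 132 here, and its count of genes lower in IPi is 100, against 156 here. The thresholds differ, since the paper used a base mean and a P-value and no fold minimum is stated. Of the alternatives set before the data were examined, a minimum mean normalized count of 100 (78 higher, 135 lower) and intervals wholly past 4-fold (63 higher) came within 1.5 times of both of the paper's counts. Scaling by total counts (116), by the upper quartile (141) and without the 10 features with the most reads (148) did so for the lower genes alone. TMM, the TPM, minimum counts of 10 or none, thresholds of 3-fold and 8-fold and leaving out genes with a count of 0 did so for neither. Intervals from halved counts (99 lower), chosen after seeing the values, came within 1.5 times for the lower genes and not for the higher ones (40).

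Of the 164 log2 fold changes printed as numbers in Tables 1 and 2, 160 lie within the counting interval of the log2 ratio at the listed locus. Both values come from the same 2 libraries, so this checks the recalculation and not the differences. Under scaling by total counts 47 of the 164 lie outside it, and under scaling by the upper quartile 13. The paper's log2 fold change is -3.14 for amyD and the log2 ratio of P.riograndensis_final_1033 is -0.46. The paper's value for treP is -2.67 and that of P.riograndensis_final_1667 is -0.71. For sufB the paper's value is -2.56 and that of P.riograndensis_final_2131 is -0.67, and for ampS the paper's value is -2.32 and that of P.riograndensis_final_3635 is -2.01. None of the 6 alternatives set before the data were examined brings these 4 genes within the interval. At the other locus of the same name, an alternative chosen after seeing the values, the log2 ratios are -3.16 for amyD (P.riograndensis_final_1770), -2.74 for treP (P.riograndensis_final_3393), -2.57 for sufB (P.riograndensis_final_3301) and -2.34 for ampS (P.riograndensis_final_3636), and 162 in place of 159 genes of Tables 1 and 2 are called.

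Table 2 lists treP as a trehalose phosphorylase gene. The locus with that annotation was not called, at the log2 ratio of -0.71 given above, while treA, glgA and glgC were called lower as the paper states. The paper states that the gene at P.riograndensis_final_6601 was not detected, and it had 90 reads in SPi and 153 in IPi and was not called. It states, with reference to Table 1, that thiI was not detected, and thiI had 344 reads in SPi and 330 in IPi and was not called. Where the paper means that a gene is not among the differentially expressed genes, there is no difference for these genes. The methods of the paper name an adjusted P-value as the limit for Tables 1 and 2, and in the authors' deposited table the lowest adjusted p-value is 0.249 and the highest unadjusted p-value is 0.0494. The base mean of 6 genes in the authors' deposited table is 30 or less.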

Other observations

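Some gene lists that the paper does not discuss had medians below the central 95% of random lists. The genes of non-ribosomal peptide and polyketide synthesis, which make secondary metabolites, had a median log2 ratio of -0.87 over 16 genes, below the central 95% of random lists, with 6 called lower and 1 called higher. In the list, the lowest, P.riograndensis_final_1679, a non-ribosomal peptide synthase gene, was 8.56-fold lower in IPi with 6465 reads in SPi, and the highest, P.riograndensis_final_4866, a SnoaL-like polyketide cyclase gene, was 5.89-fold higher with 10 reads in SPi. The list takes genes by annotation words and leaves out genes annotated only as PKS, such as P.riograndensis_final_5752. The list holds 3 genes of Table 2, and without them, which takes out genes that were chosen for their difference, the median was -0.57 at percentile 2.88, inside the central 95%. The 10 FeS cluster assembly genes had a median of -0.71, at percentile 1.67, and the only one called was sufB at P.riograndensis_final_3301, 5.93-fold lower. Without that sufB gene the median lay at percentile 2.76, inside the central 95%, a choice made after the values were seen. The highest of that list was P.riograndensis_final_6695, a cysteine desulfurase family gene, at a log2 ratio of 1.65. Of 85 sporulation genes, 3 were called lower and none higher, with a median of -0.27 at percentile 0.875 of random lists, against 156 of 4791 genes called lower in all. The median was -0.06 under scaling by total counts, so the difference is small. The lowest was spoVR2, 5.71-fold lower at 54 reads in SPi and 13 in IPi, and the highest among members with a mean normalized count over 30 was P.riograndensis_final_5507, a spore maturation protein, at a log2 ratio of 1.58.

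Other lists lay inside the central 95% of random lists. The 7 ATP synthase genes had a median log2 ratio of 0.60, and all 7 ratios were above 0, although the ratio of P.riograndensis_final_6200 is about 0.00 with the TPM. The 14 heat shock genes had a median of -0.22, with clpB lowest at -1.54 and hslO highest at 0.91. The 13 nitrogen fixation genes had a median of -0.46, and P.riograndensis_final_4327, annotated as a nitrogenase flavodoxin, was called lower at -2.08. P.riograndensis_final_4327 was at -1.87 under scaling by total counts and at -1.99 under scaling by the upper quartile, short of 4-fold. With all members and 0.5 added to each count, the nitrogen fixation list had a median of -0.60 at percentile 1.20, outside the central 95%. The 4 glycerol and lipid phosphate genes had a median of 0.09, from P.riograndensis_final_3945 at -0.90 to dagK at 0.61.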
